# Graded Nodal/Activin Signaling Titrates Conversion of Quantitative Phospho-Smad2 Levels into Qualitative Embryonic Stem Cell Fate Decisions

**DOI:** 10.1371/journal.pgen.1002130

**Published:** 2011-06-23

**Authors:** Kian Leong Lee, Sandy Keat Lim, Yuriy Lvovich Orlov, Le Yau Yit, Henry Yang, Lay Teng Ang, Lorenz Poellinger, Bing Lim

## Abstract

Nodal and Activin are morphogens of the TGFbeta superfamily of signaling molecules that direct differential cell fate decisions in a dose- and distance-dependent manner. During early embryonic development the Nodal/Activin pathway is responsible for the specification of mesoderm, endoderm, node, and mesendoderm. In contradiction to this drive towards cellular differentiation, the pathway also plays important roles in the maintenance of self-renewal and pluripotency in embryonic and epiblast stem cells. The molecular basis behind stem cell interpretation of Nodal/Activin signaling gradients and the undertaking of disparate cell fate decisions remains poorly understood. Here, we show that any perturbation of endogenous signaling levels in mouse embryonic stem cells leads to their exit from self-renewal towards divergent differentiation programs. Increasing Nodal signals above basal levels by direct stimulation with Activin promotes differentiation towards the mesendodermal lineages while repression of signaling with the specific Nodal/Activin receptor inhibitor SB431542 induces trophectodermal differentiation. To address how quantitative Nodal/Activin signals are translated qualitatively into distinct cell fates decisions, we performed chromatin immunoprecipitation of phospho-Smad2, the primary downstream transcriptional factor of the Nodal/Activin pathway, followed by massively parallel sequencing, and show that phospho-Smad2 binds to and regulates distinct subsets of target genes in a dose-dependent manner. Crucially, Nodal/Activin signaling directly controls the *Oct4* master regulator of pluripotency by graded phospho-Smad2 binding in the promoter region. Hence stem cells interpret and carry out differential Nodal/Activin signaling instructions via a corresponding gradient of Smad2 phosphorylation that selectively titrates self-renewal against alternative differentiation programs by direct regulation of distinct target gene subsets and *Oct4* expression.

## Author Summary

Nodal and Activin are extracellular signaling molecules that diffuse from the source of secretion and induce recipient stem cells to become new cell types according to a concentration gradient. In the early embryo, they are important for the specification of tissues at the correct place and time, but paradoxically they drive the opposite function in embryonic and epiblast stem cells where they maintain the stem cell state instead of promoting differentiation. The molecular basis of how the level of signaling determines stem cell fate decisions remains poorly understood. We found that Smad2, the main transcription factor of the Nodal/Activin pathway was phosphorylated according to the level of signaling. By mapping where phospho-Smad2 binds in the embryonic stem cell genome and how this affects transcription of the associated target genes, we show that phospho-Smad2 can recruit and regulate different sets of target gene depending on the signaling level. Moreover, phospho-Smad2 also directly regulates *Oct4*, a master gene controlling the stem cell state thereby reconciling the opposing functions of the Nodal/Activin pathway in differentiation versus self-renewal programs. The pathway can mediate the exit from self-renewal via *Oct4* and simultaneously drives differentiation towards particular lineages by recruiting the relevant gene subsets for this purpose.

## Introduction

Morphogens are secreted signaling molecules that orchestrate the spatial distribution and sequence of cellular differentiation events throughout embryonic development. The specific cell types, their localization and order of induction from recipient stem cell populations are determined by the concentration gradient of morphogens diffusing from the source of secretion. Previous studies have proposed some of the models by which morphogen gradients are initiated, established and stabilized including the level of receptor occupancy, positive/negative feedback and feed forward mechanisms [1]–[3]. However, little is understood about the transcriptional mechanisms responding to variable receptor activation and how they permit pluripotent stem cells to interpret signaling levels and direct the appropriate differentiation programs during mammalian development.

Nodal and Activin are morphogens of the TGFβ superfamily of signaling molecules. In *Xenopus* embryos, Activin is a potent concentration-dependent inducer of mesoderm, mesendoderm and endoderm in animal cap cells [2], [4], [5]. Nodal has also been shown to be a classical morphogen in zebrafish where it functions in a concentration gradient independently of any relaying mechanisms [6]. In the early mouse embryo, mutations that perturb the level of Nodal/Activin signaling show that the pathway plays crucial roles in the induction of the primitive streak/mesoderm, mammalian organizer (node), mesendoderm and endoderm during the establishment of the anterior-posterior axis [7]–[11]. In contrast to *in vivo* evidence that Nodal/Activin signaling predominantly promotes differentiation events, the pathway also paradoxically has important roles in the maintenance of self-renewal and pluripotency. Indeed Activin A is frequently used directly in culture for the continued propagation and expansion of human embryonic and mouse epiblast stem cells [12]–[15].

The signaling level of the Nodal/Activin pathway is determined by the overall activity of its components many of which have been identified. Both the Nodal and Activin ligands bind to the same type I/II serine-threonine receptor kinase complexes consisting of ActRIIA/B and Alk4/5/7 respectively in the mouse [16]. Nodal requires the cofactors Cripto/Criptic for receptor activation as opposed to Activin that can bind directly to the receptors and is inhibited by Cripto [17]–. Upon ligand docking, the Type I receptors phosphorylate the downstream signal transducers Smad2 and Smad3 (Smad2/3) which form hetero- or homodimers and trimers [20]. Both Smad2/3 are also phosphorylated by crosstalk with EGF/ERK/MAPK signaling [21]–[23] but only the serine residues of the SSXS motif on the extreme carboxy terminus are specifically phosphorylated by Nodal/Activin/TGFbeta signaling. This phosphorylation is important for the translocation of Smad2/3 to the nucleus in association with Smad4 [24], [25] where the complex recruits a number of transcription factors including FoxHI, p53, β-catenin and Jun/Fos for the direct regulation of target genes [20]. Specificity of the Smads for their direct target genes is partly conferred by a DNA domain in the MH1 region to the Smad-binding DNA element (SBE) consisting of a basic CAGA sequence or its complement [26]. The other partner transcription factors within the complex are required for additional target gene affinity and specificity.

While Smad2/3 share more than 90% protein homology, they are not functionally equivalent. Full-length Smad2 differs from Smad3 as the presence of an inhibitory domain in the MH1 region prevents direct DNA binding while Smad3 can bind directly to SBE boxes [27]. However, an alternatively spliced variant of Smad2 that lacks the inhibitory domain can bind DNA directly and has been shown to be the isoform that accounts for all developmental Smad2 functions *in vivo* [28]. The developmental roles of Smad2/3 are also disparate. *Smad2* knockout mouse embryos fail to form mesoderm and endoderm due to defects in primitive streak specification after implantation at 6.5 dpc [29] closely phenocopying *Nodal* mutants [10]. In contrast, *Smad3* mutant mice are born alive and are fertile but develop chronic intestinal inflammation leading to colorectal cancer [30]. This suggests that Smad2 is the primary transcriptional mediator of early developmental events while Smad3 is involved in immune function and possibly acts as a tumor suppressor postnatally.

Our focus here is to clarify how mechanistically different levels of Nodal/Activin signaling lead to different embryonic stem (ES) cell fate decisions. ES cells were differentiated using three different quanta levels of Nodal/Activin signaling. We showed that ES cells are able to arbitrate between three distinct cell fate decisions. Maintenance of endogenous Nodal/Activin signaling is required for self-renewal of ES cells where any perturbation leads to an exit from self-renewal and pluripotency programs towards mesendoderm induction at high signaling and trophectoderm differentiation at low signaling.

One obvious question to resolve is whether different levels of Nodal/Activin signaling recruit different sets of genes. While genome wide transcriptome studies have suggested possible Nodal/Activin targets, the identity of many transcriptional targets directly regulated by Smad2/3 remains unknown. One ChIP-chip study to date has been performed to address endogenous Smad2/3 binding in transformed human keratinocytes [31] while none have been carried out in the context of stem cell fate decisions, graded Nodal/Activin signaling or examining beyond promoter regions. Here we performed quantitative chromatin immunoprecipitation (ChIP) of phospho-Smad2 (pSmad2) during graded Nodal/Activin signaling followed by massively parallel sequencing (ChIP-Seq) covering the full extent of pSmad2 binding to the ES cell genome including 5′/3′ UTRs, exons/introns and gene deserts. PSmad2 binding and regulation of direct target gene expression does not vary uniformly across the genome but changes in both a qualitative and quantitative manner with different signaling levels. Some targets are up- or downregulated proportionate to the activity of the Nodal/Activin pathway. However, separate subsets of target genes are regulated only during high or low signaling conditions. The downstream consequences of this is differential expression of the target genes that combine dose-dependent genes with different subsets of genes activated or repressed specifically for each signaling level. Thus ES cells carry out alternative cell fate decisions via the recruitment of target gene subsets in a pSmad2 dose-dependent manner.

To reconcile some of the conflicting functions of Nodal/Activin signaling in self-renewal and pluripotency versus differentiation cell fate decisions, we examined the regulation of the *Oct4* pluripotency and self-renewal master gene. *Oct4* was directly regulated by pSmad2 binding in the promoter region independent of all other cis regulatory elements. Consistent with the modulation of pSmad2 binding, both endogenous mRNA and protein levels of Oct4 were also repressed by inhibition of Nodal/Activin signaling. Hence pSmad2 is a direct upstream regulator of *Oct4* transcription where it permits an exit from maintenance of the stem cell state towards mesendoderm or trophectoderm differentiation programs as specified by the signaling level.

In conclusion, the molecular switching of binding locations and target genes by pSmad2 across the ES cell genome in a dose-dependent manner provides a mechanism for the shift in the balance between maintenance of the stem cell state and the opposing induction of differentiation. Key signaling pathways have been predominantly studied in a binary context where they are either present or absent in a biological system. This view has only been able to account for some of their many and often conflicting roles. Our findings challenge this view and support multi-level signaling in stem cells where different signaling strengths can engender different cell fate decisions reflective of the *in vivo* development of embryos directed not just by Nodal/Activin signaling but possibly Hedgehog, FGF, Wnt and other morphogen pathways.

## Results

### The Peak of Transcriptional Activity Induced by Graded Nodal/Activin Signaling Occurs at 18 Hours

The direct cellular function of the Nodal/Activin pathway notably of the downstream components Smad2/3/4 is for the regulation of transcription. To address the relation between graded signaling and how they affect transcription, we quantified the changes in expression of known target genes under different signaling levels in chemically defined KSR media conditions. Pluripotent mouse embryonic stem (ES) cells were used to assess the mechanism of morphogen activity as they can differentiate into all tissue types of the adult and express all components of the pathway permitting response to manipulated Nodal/Activin signaling.

Some of the known target genes include *Pitx2* and *Lefty2* which are responsible for the establishment of left-right asymmetry during early embryogenesis, a key developmental role of Nodal/Activin signaling [32]. In addition, both *Lefty2* and *Smad7* function as inhibitors of the pathway in a negative feedback mechanism for the attenuation of Nodal/Activin signaling strength [33], [34]. Although direct Smad2/3 binding and regulation of the *Pitx2* and *Lefty2* genes have not yet been demonstrated, *in vivo* reporter assays suggest that specific enhancers are responsive to Nodal/Activin signaling and are active only on the left side of the embryo [35], [36]. Moreover, these enhancers have been shown to contain FoxH1 binding sites, a known key transcriptional copartner of Smad2/3. *Smad7* has been shown to be a direct target of Smad2/3/4 binding in the promoter region by gel shift assays [37], [38] and it antagonizes the interaction of Smad2/3 with the Type I kinase receptors [39] during negative feedback.

Using real-time PCR quantitation, the expression of the 3 target genes was examined in the ES cells following the induction of high signaling by direct treatment with Activin in a time-course. In the reciprocal experiment, the small chemical inihibitor SB-431542 that specifically prevents the kinase domains of the Type I kinase receptors from phosphorylating Smad2/3 [40] was used to generate low Nodal/Activin signaling conditions. *Pitx2*, *Lefty2* and *Smad7* were up- and downregulated in direct correlation with the level of signaling under chemically defined conditions compared to the DMSO carrier control representing endogenous or medium signaling (Figure 1). Over the course of 24 hours, the maximum expression of *Pitx2* and *Lefty2* occurred at 18 hours (Figure 1A and 1B) while that of *Smad7* (Figure 1C) occurred earlier at 12 hours. We therefore conclude based on these known target genes that Nodal/Activin signal transduction and its effects on transcription require up to 18 hours to fully develop and any earlier time points result in weaker inductions.

**Figure 1:**
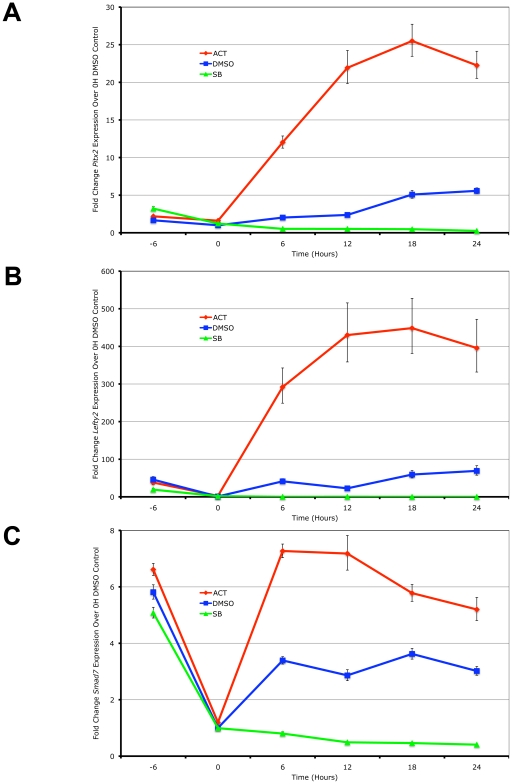
*Pitx2*, *Lefty2*, and *Smad7* Are Transcriptional Targets of Graded Nodal/Activin Signaling. Real-time PCR quantification of changes in mRNA levels for (A) *Pitx2*, (B) *Lefty2* and (C) *Smad7* in mouse ES cells during a 0 to 24 hours time course under graded Nodal/Activin signaling conditions. High signaling was induced by direct treatment with 25 ng/ml Activin (red), low signaling with 10 uM of SB431542 inhibitor (green) and a control treatment with 1/5000 dilution of DMSO carrier (blue) was carried out following pretreatment of all cells for 6 hours in chemically defined KSR media with 10 µM SB (−6 to 0 hours). β-actin was used as a housekeeping control and error bars show s.e.m for n = 3 replicates.

We further confirmed that *Pitx2*, *Lefty2* and *Smad7* are direct targets of the Nodal/Activin pathway by conducting chromatin immunoprecipitation of phosphorylated Smad2 in the ES cells under the same chemically defined conditions at 18 hours followed by quantification of the enriched genomic DNA fragments by real-time PCR using tiling primers (Figure S1 and Table S3). The antibody used for the pulldown was raised against the phosphorylated serines 465 and 467 on the carboxy-terminus of Smad2 that are specifically targeted by TGFbeta signaling and not by EGF/ERK/MAPK signaling. At 18 hours where there is maximum expression of the 3 target genes, there was also a robust divergence in the level of pSmad2 binding according to the signaling level for the enhancers of *Pitx2* and *Lefty2* (Figure S1A and S1B). Interestingly pSmad2 binding was invariant on the known TGFbeta response element of the *Smad7* promoter (Figure S1C). This suggested that Nodal/Activin target genes had different binding efficiencies for pSmad2 at each Nodal/Activin signaling level and this was not uniformly changed for all target genes.

In conclusion, we confirm that *Pitx2*, *Lefty2* and *Smad7* were direct targets of Nodal/Activin signaling and graded pSmad2 binding. Differential signaling sustained for 18 hours also leads to the maximum level of differential gene expression with clear changes in pSmad2 binding on the *Pitx2* and *Lefty2* genes.

### Graded Nodal/Activin Signaling Mediates 3 Distinct Cell Fate Decisions in ES Cells

Given the downstream changes in pSmad2 binding and transcription of the known direct target genes, we next addressed how extracellular signal levels are translated into intracellular levels of signal transduction. We hypothesized that this could be directly related to changes in pSmad2 levels in ES cells as a consequence of Type I receptor kinase activity. Hence ES cells subjected to differential morphogen signaling conditions may be able to produce different amounts of pSmad2 in cells generating a corresponding differential level of intracellular signaling that leads to differential transcription.

It has recently been shown that overexpression of the constitutively active Alk4 type I kinase receptor is sufficient to drive phosphorylation of Smad2 independent of all other Nodal/Activin receptor complex components [41]. Here we show that direct treatments of the ES cells with Activin and the specific Type I receptor kinase inhibitor SB-431542 in chemically defined conditions also tightly regulates receptor complex activity and produces the phosphorylation of Smad2 in a signaling dependent manner (Figure 2A). During Activin stimulation (high signaling) for 18 hours, there is a defined 2-fold increase in pSmad2 levels while repression with 10 µM SB (low signaling) leads to a 2-fold decrease that is within the limits of physiological change compared to the DMSO vehicle control (equivalent of medium signaling). Differential signaling had no effect on the equilibrium of total Smad2 suggesting that only phosphorylation and not regulation of the total Smad2 population is mediated by Nodal/Activin signaling. Hence extracellular signaling levels are translated into an equivalent gradient of intracellular Smad2 phosphorylation in ES cells.

**Figure 2:**
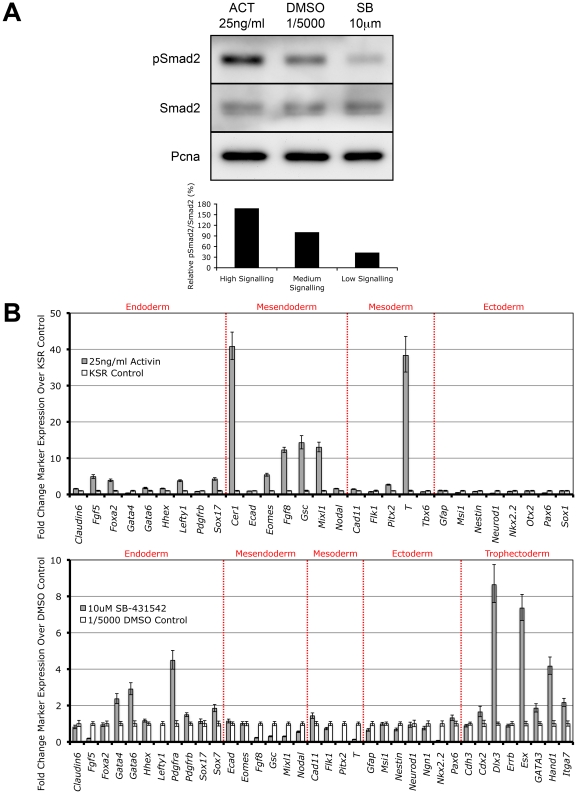
Smad2 Phosphorylation and Induction of Distinct Cell Fate Decisions Are Determined by Differential Nodal/Activin Signaling. (A) Western blot and densitometry quantitation of Smad2 phosphorylation in ES cells after 18 hours stimulation with Activin (ACT) and inhibition with SB-431542 (SB) compared to DMSO vehicle control at the indicated doses in chemically defined KSR media. The same blot was stripped and reprobed with total Smad2 and Pcna loading control antibodies. Secondary band in the total Smad2 blot corresponds to cross-reaction with total Smad3. Graph shows densitometry measurements of pSmad2 protein bands relative to total Smad2 in each treatment with the DMSO control at 100%. (B) Real-time PCR analysis of early cell fate markers in differentiated ES cells after 6 days treatment in ACT, DMSO and SB normalized to β-actin housekeeping control. Top panel shows induction of markers in ACT treatments expressed as fold change over the control KSR media. Bottom panel shows fold change in marker expression during SB treatment compared to KSR media supplemented with 1/5000 DMSO vehicle. Error bars show standard error of the mean (s.e.m) for n = 4 replicates.

Subsequently we addressed the long-term consequences of increased and decreased signaling on ES cell fate decisions by examining how manipulation of the pathway recapitulates *in vivo* cell fate decisions by direct treatment with Activin or SB for 6 days. Analysis of a broad range of early cell fate markers (Figure 2B) shows that enhanced Nodal/Activin signaling promotes mesendoderm differentiation in ES cells with strong upregulation of mesendodermal lineage genes including *Gsc*, *Mixl*, *Eomes* and *Fgf8*. The marker for mesoderm, *Brachyury* (*T*), was also strongly induced although this was not reflected by the other mesodermal markers such as *Flk1* and *Tbx6*. This was consistent with the finding that *T* is also co-expressed in mesendoderm *in vivo* at the anterior primitive streak [42]. Taken together, this suggests that high signaling induced by Activin predominantly drives mesendoderm differentiation.

Conversely, inhibition of the pathway with SB (Figure 2B) led to the upregulation of trophectoderm specific markers including *Dlx3*, *Esx* and *Hand1* and a less significant induction of extraembryonic primitive endoderm markers such as *Gata4/6* and *Pdgfra*. Similar results were obtained when the ES cells were treated with recombinant Lefty1 protein for the same period of time (data not shown) suggesting that the trophectoderm induction was specific to low Nodal/Activin signaling. Interestingly there was no induction of mesendodermal markers as in the Activin treatment and instead some of these such as *Gsc*, *Mixl* and *Fgf8* were strongly downregulated. Together, these results suggest that perturbation of the level of Nodal/Activin signaling and consequently endogenous Smad2 phosphorylation led to an exit from self-renewal in ES cells towards highly divergent cell fate decisions of either mesendoderm or trophectoderm differentiation.

To confirm these results, fluorescent immunostaining was carried out to assess the protein markers of trophectodermal and mesendodermal lineages (Figure S2) after differentiation in serum containing media. The cell fates obtained under these conditions are similar to the results from the marker analysis performed in chemically defined conditions. Differentiated cells staining positive for Mixl and Lim1 in the nucleus could be detected in Activin cultures. Similarly, Hand1 and placental Cadherin (P-cad) positive giant cells could also be derived from SB treated ES cells. Control treatments with a low dose of DMSO carrier (1/5000 dilution) contained large populations of ES cells that stained strongly for Oct4 and SSEA-1. These results confirmed that the level of Nodal/Activin signaling is responsible for at least 3 cell fate decisions. The endogenous level of signaling is permissive for self-renewal and maintenance of pluripotency, an increase in signaling leads to the induction of mesendoderm like cells while reduction of signaling results in trophectoderm differentiation.

### Differential Levels of Nodal/Activin Signaling Regulates the Expression of Distinct Subsets of Target Genes

We hypothesized that for divergent differentiation programs to be initiated in ES cells, differential gene expression mediated by pSmad2 transcription would be a pre-requisite, which is in turn dependent on the level of Nodal/Activin signaling. Each discrete signaling threshold should induce an independent and unique transcriptional signature distinct from other thresholds. To determine the genetic targets regulated downstream of Nodal/Activin signaling and their pattern of expression, microarray analysis was carried out to examine genome-wide gene expression following Activin, DMSO or SB treatments in chemically defined KSR media for 18 hours.

No significant changes in gene expression out of 26,000 probes could be detected between the DMSO and KSR media control suggesting that the effect of the low concentration of DMSO was negligible on ES cells (Figure 3A). In contrast, Activin and SB treatments induced specific changes in gene expression compared to the DMSO and KSR media controls. Most significantly, we were able to identify subsets of target genes that were regulated by one signaling level and not the other consistent with our hypothesis of threshold specific target gene regulation. For example, 19 genes including *Gdf15*, *Msmb* and *Orai3* were consistently upregulated in Activin treated cells while showing no significant changes in SB. In contrast, a larger subset of 131 target genes were specifically up- and down-regulated only in the SB treatment and not in Activin. A core subset of 12 targets was co-regulated by both high and low signaling changing their expression in correlation with the treatment including the known Nodal/Activin target genes *Lefty1/2* and *Pitx2* that were upregulated by Activin and downregulated in SB.

**Figure 3:**
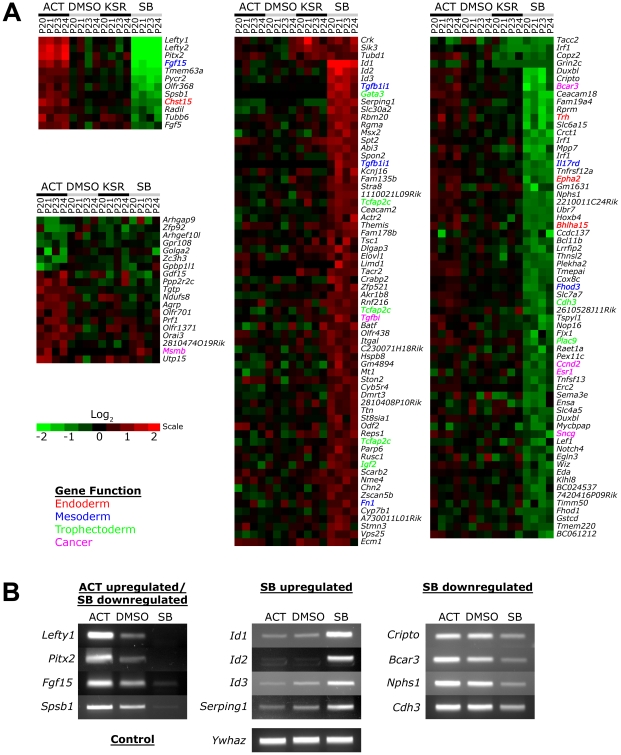
Increased and Decreased Nodal/Activin Signaling Leads to Transcriptional Regulation of Specific Subsets of Target Genes. (A) Heatmap showing microarray analysis of ES cells after 18 hours treatment with Activin (ACT), SB or DMSO vehicle control in KSR media. Transcript levels are expressed as log_2_ fold change over the average of DMSO controls with red showing upregulation and green showing downregulation in n = 4 biological replicates from passage numbers 20 to 24 (P20-P24). Highlighted gene names indicate known roles or domains of expression in endoderm (red), mesoderm (blue), trophectoderm (green) or cancer (magenta). Color bar shows fold change in gene expression on a log_2_ scale. (B) RT-PCR validation of target genes identified in the microarrays that are specifically regulated in ACT and/or SB treatments compared to the DMSO control. *Ywhaz* was used as a housekeeping control.

Interestingly, the number of SB regulated targets significantly exceeds that of Activin targets, suggesting that endogenous Nodal/Activin signaling in ES cells is high or near saturation levels such that a 2-fold increase in pSmad2 could only induce a smaller subset of genes compared to a 2-fold downregulation. Higher doses of Activin treatments and greater than 2-fold increases in pSmad2 may be required to mirror the strength of SB inhibition providing an explanation for asymmetric up- or downregulation of gene expression during different levels of signaling. Some of the target genes driven by Nodal/Activin signaling were indeed implicated in the mesoderm, endoderm and trophectoderm lineages. *Fgf15* plays an important role in the development of cardiac mesoderm [43] and *Chst15* is specifically expressed in definitive endoderm *in vivo* [44] with both targets being upregulated by Activin. For SB treatments, *Gata3*, *Tcfap2c* and *Igf2* were specifically upregulated. *Gata3* is a driver of trophectoderm development [45], [46] while *Tcfap2c* is expressed specifically in the placenta where it regulates essential *ADA* expression [47], [48] and *Igf2* is an imprinted gene that modulates nutrient supply between the placenta and fetus [49], [50]. Together these target genes support some of the mesendodermal and trophectodermal differentiation programs that may be initiated at 18 hours after the induction of differential Nodal/Activin signaling. With longer-term graded Nodal/Activin signaling over 6 days differentiation, it is likely that additional target genes reinforcing the specification of both lineages may be brought into play over time.

*Lefty1*, *Pitx2*, *Fgf15* and *Spsb1* were validated by RT-PCR (Figure 3B) to be co-regulated target genes of high, medium and low signaling displaying a gradient of expression following the signaling level. *Cripto*, *Bcar3*, *Nphs1* and *Cdh3* were targets that were predominantly downregulated by SB inhibition of signaling showing no significant change during Activin stimulation. Conversely, the *ID1*/*2*/*3* family of transcriptional repressors and *Serping1* are specifically upregulated only by the SB treatment showing no difference in response to either Activin or the DMSO control. Hence we conclude that different thresholds of Nodal/Activin signaling are indeed able to regulate the expression of specific subsets of target genes providing an important explanation for the establishment of divergent differentiation programs.

### Phospho-Smad2 Binding to Target Gene Subsets and Regulatory Elements Changes Dynamically Depending on the Level of Nodal/Activin Signaling

While whole genome microarrays are able to identify the putative subsets of target genes differentially expressed during specific Nodal/Activin signaling levels, this does not provide a molecular mechanism for how different target genes can be directly regulated by the same pathway at different signaling strengths. To address this question, we examined the recruitment of the pSmad2 transcription factor to target genes after subjecting ES cells to Activin, SB or DMSO control treatments in chemically defined KSR media that produce 2-fold up- and downregulation of Smad2 phosphorylation by 18 hours. ChIP-Seq of pSmad2 was employed to identify where pSmad2 was binding on a whole genome scale in parallel cultures of ES cells under the 3 signaling conditions. 

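The deposited files of this experiment hold 6 sequencing libraries of the mouse embryonic stem cell line E14 TG2A, a ChIP library and an input library for each of 3 treatments. In ChIP-Seq, DNA fragments bound by a protein are pulled down with an antibody, here against Smad2 phosphorylated by the activated receptors (pSmad2), and the ends of the fragments are sequenced as short tags. Input DNA is chromatin of the same culture that did not pass the antibody step. Cells were kept for 6 h in SB-431542 (SB), an inhibitor of the receptor kinases, and then for 18 h in Activin, in the solvent DMSO as the control, or again in SB. Each treatment has 1 ChIP and 1 input library, so there is no replicate check, and the tests on tags compare libraries and not cultures of a treatment.

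Tags were taken as the authors aligned them, and the peaks were those of the authors' lists, which give a position and a tag number per peak. The tag number of a peak is the authors' own value. The start and end of each peak were rebuilt from the tags, and peaks of the 3 lists that overlapped by at least 1 bp were merged into 12224 regions, which had a median width of 646 bp and covered 12.1 Mb. A tag was counted in a region if the middle of its fragment, the tag extended to 200 bp, lay there, all tags included, and the counts were scaled by the total number of tags of a library. Libraries were compared with two-sided exact binomial tests on the tag counts, with Benjamini-Hochberg adjustment over the regions, and a region was called at an adjusted p under 0.05. Tests of ChIP against input were one-sided. Ratios and percentages are followed by 95% Clopper-Pearson binomial intervals, which cover counting error only and not differences between cultures.

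The sites of a named gene were all merged regions within 10 kb of it, or in the windows that the paper names, numbered by their highest pileup in any treatment. The pileup is the number of tags, each extended to 200 bp, that overlap at a position. Where tags within 250 bp of the centre of a site were counted, the centre was its tallest position.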

ChIP samples from each condition were sequenced to a similar depth of 10-13 million tags. 

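The ChIP libraries held 13148559 tags in Activin, 12879960 in DMSO and 9757735 in SB, and the input libraries 11546247, 12708225 and 10516699. All tags were 35 bp long and lay on chromosomes 1 to 19 and X. Many ChIP tags shared their position and strand with another tag, 19.9% in Activin, 24.6% in DMSO and 20.01% in SB, against 5.64% to 6.94% in the input libraries. Keeping 1 tag per position and strand moved these numbers most, to 10537724, 9713869 and 7805150 ChIP tags.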

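The peaks of the Activin list held 4.58% of the Activin ChIP tags, those of the DMSO list 6.97% of the DMSO ChIP tags and those of the SB list 8.59% of the SB ChIP tags. The same intervals held 0.743%, 2.45% and 1.07% of the input tags. Without the tallest peak of each list, a choice made after seeing the values, the ChIP shares were 2.44%, 4.03% and 3.63%. The DMSO share includes 50520 tags at Gm10801 and 70573 at Gm10800, places in the DMSO list only. The DMSO ChIP library was not above input there, with 0.691 and 0.680 times the input tags. The ChIP shares moved most with 1 tag kept per position and strand, to 2.05%, 2.32% and 2.85%.

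Of the merged regions, 2690 differed between the Activin and DMSO ChIP libraries, 773 of them higher in Activin and 1917 lower. Between SB and DMSO 2541 regions differed, 1233 higher in SB and 1308 lower. Which direction had more regions there depended on the scaling, with 1411 higher and 1235 lower when scaled by the tags outside peaks, and 685 higher and 1177 lower with the scaling by GC content, chosen after seeing the values. The regions came from peaks called in these same ChIP libraries, so part of the differences can arise from this selection. The input libraries, compared in the same way, differed in 4 regions between Activin and DMSO and in 8 between SB and DMSO. They held fewer tags, a median of 8, 6 and 11 per peak of the Activin, DMSO and SB lists, against 31, 23 and 34 ChIP tags. Their small numbers therefore do not show how many ChIP regions selection and sampling alone would give. The number of called regions depended most on tags with the same position and strand. When 1 tag was kept, 426 regions differed between Activin and DMSO, 116 higher and 310 lower, and 658 between SB and DMSO, 437 higher and 221 lower. With the scaling by GC content as well, 108 were higher in SB and 198 lower.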

Interestingly the number and magnitude of pSmad2 binding events did not correspond to the 2-fold up- or downregulation of pSmad2 in ES cells under Activin and SB treatments. 

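The smallest peaks were alike in the lists, with 9 tags in Activin, 8 in DMSO and 9 in SB, but the DMSO list held more small peaks. Its median was 17 tags, against 25 in the Activin list and 28 in the SB list. Peaks of at least 13 tags numbered 4238 in Activin, 4961 in DMSO and 4068 in SB, which was 83.2%, 66.8% and 85.5% of each list. Peaks of at least 100 tags were fewest in DMSO, 251 against 342 in Activin and 368 in SB. The peaks had been called for an excess of ChIP over input in the same libraries, so a test of this is not independent of the calling. In each list most peaks passed it (one-sided exact binomial test at an adjusted p under 0.05), 4887 peaks in Activin (95.9%), 6973 in DMSO (93.9%) and 4647 in SB (97.6%). With the threshold at 0.001, the alternative that moved this most, 2430, 3135 and 2532 peaks passed.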

In fact the greatest number of binding peaks (7423) occurred in the control DMSO condition that maintains self-renewal and pluripotency of ES cells (Figure 4A). 

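The file of the SB treatment lists 4759 peaks. When the peaks of the lists were rebuilt from the tags, the fragment length that returned the listed tag numbers best was 164 bp for the Activin list, 106 bp for DMSO and 194 bp for SB. At these lengths 99.8%, 96.5% and 96.8% of the listed positions fell in a rebuilt cluster of tags. When peaks were called anew from the 3 library pairs with 1 fragment length for all, DMSO still gave most peaks at the depth of each library. Its excess was smaller, with 4686 DMSO, 3972 Activin and 4364 SB peaks at 200 bp, the length that moved the DMSO number most and that was tried after seeing the lists. The ratio of DMSO to SB peaks was 1.56 in the deposited lists and 1.07 at 200 bp, and the ratio of DMSO to Activin peaks 1.46 and 1.18. With the ChIP libraries also thinned to 7805150 tags each, these ratios at 200 bp were 0.901 and 1.27, so that SB gave the most peaks. Called at the length of the DMSO list, the libraries gave 6066 Activin, 7222 DMSO and 7109 SB peaks.

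**Figure D1:**
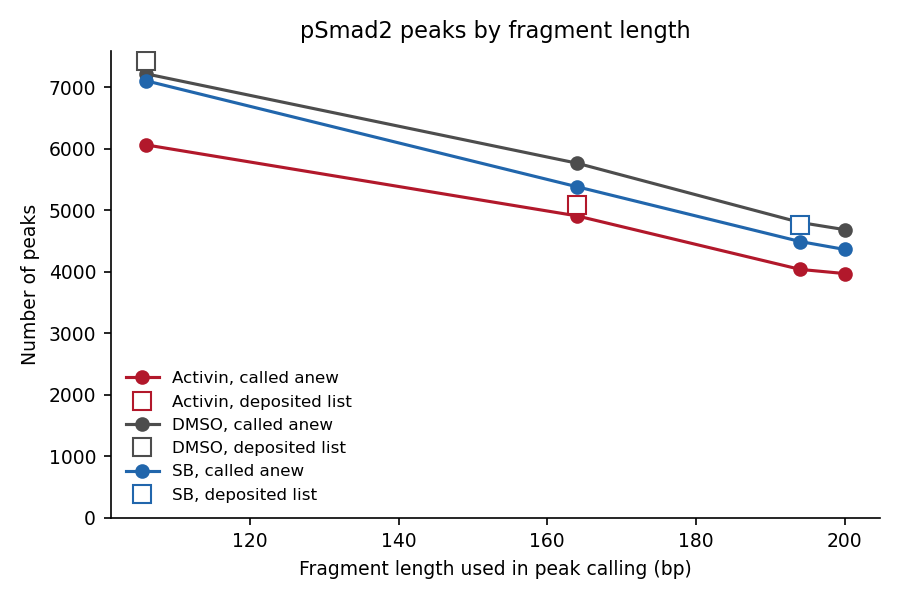
Number of peaks called anew from each pair of ChIP and input libraries (vertical axis) against the fragment length used for the calling in bp (horizontal axis), with a line per treatment and squares for the deposited lists at their own fitted length. With libraries that were not thinned to equal depth, DMSO gave the most peaks at every length tried, and a treatment gave fewer peaks at longer lengths, in DMSO from 7222 at 106 bp to 4686 at 200 bp.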

When homeostatic Nodal/Activin signaling was perturbed by Activin and SB treatments, the number of binding events decreased to 5094 and 4859 respectively suggesting that any change in the levels of endogenous pSmad2 from the ES cell undifferentiated condition also caused a dynamic change in pSmad2 binding across the ES cell genome. The lower numbers may also be reflective of the transition where pSmad2 is dissociating from former target genes and establishing the recruitment of new genes. This was further supported by the percentage of overlapping peaks that were common to the 3 treatments being relatively small at 10.3% with a significantly larger number of unique peaks appearing in specific treatments (37.25% in DMSO, 20.44% in SB and 19.5% in Activin out of 12979 total peaks in the union).

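Of the merged regions, 1119 were in all 3 lists (9.15%, 8.65 to 9.68), 4248 in the DMSO list only (34.8%, 33.9 to 35.6), 2711 in the Activin list only (22.2%, 21.4 to 22.9) and 2602 in the SB list only (21.3%, 20.6 to 22.0). Another 711 were shared by Activin and DMSO only, 547 by DMSO and SB only and 286 by Activin and SB only. The share common to all 3 lists depended on the definition. Taken out of each list it was 26.8% in Activin, 24.1% in DMSO and 27.2% in SB, and with overlap defined by deposited positions within 200 bp of each other, chosen after seeing the values, it was 0.626% of the regions.

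Of 2714 peaks only in the Activin list, 169 (6.23%, 5.35 to 7.20) held more ChIP than input tags in DMSO or SB by the one-sided exact binomial test at an adjusted p under 0.05. In the DMSO list this was so for 36 of 4268 peaks (0.843%, 0.591 to 1.17), and in the SB list for 211 of 2612 (8.08%, 7.06 to 9.19). At random places of the same widths the percentages were 0.368%, 0.0234% and 0.498%. These peaks were selected for having no peak in the other lists, and a test that is not passed does not show that binding is absent. A threshold of 0.001 moved the Activin and SB numbers most, to 8 and 9 peaks, and the DMSO number went from 6 with 1 tag kept per position and strand to 109 with scaling by the tags outside peaks.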

**Figure 4:**
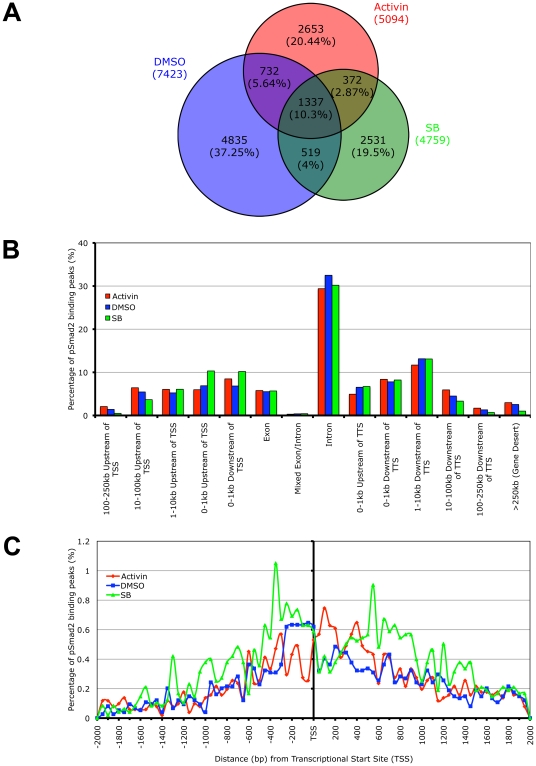
Phospho-Smad2 Binding to the Global ES Cell Genome Changes Dynamically in a Dose-Dependent Manner. (A) Proportional Venn diagram of overlapping and treatment specific pSmad2 binding peaks identified by ChIP-Seq from same passage ES cells cultured for 18 hours in Activin (ACT), DMSO control or SB in KSR media. Overlaps were defined using genomic coordinates of the start and end of peak positions identified with the MACS program using the same parameters for each treatment. Total numbers of peaks are stated for each condition and percentage of peaks in each Venn diagram segment is indicated in parentheses. (B) Graph showing frequency of pSmad2 peaks with respect to distribution in the indicated genomic locations including the transcriptional start sites (TSS) and transcriptional termination sites (TTS) relative to mouse RefSeq genes. Frequency is expressed as percentage of all pSmad2 binding peaks in conditions of high (Activin), medium (DMSO) and low (SB) signaling. (C) High resolution view of pSmad2 binding frequency within +/−2 kb of the TSS of target genes. Genomic distance is expressed in base pairs (bp) upstream (negative) and downstream (positive) of the TSS while frequency is shown as percentage of pSmad2 binding peaks binned in 50 bp intervals out of the total number of peaks for each treatment.

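The deposited lists give 1 position per peak and no start or end. In peaks whose rebuilt cluster had exactly the listed tag number, the position lay within 10 bp of the cluster's end in 99.7% of DMSO peaks and 98.7% of SB peaks, but in none of the Activin peaks. The Activin positions lay near the highest pileup instead, with a median offset of 1 bp past it when offsets to both sides are signed. Of all Activin positions, 88.8% lay within 100 bp of it. In DMSO and SB the position was a median of 217 bp and 478 bp past the highest pileup. The intervals used for the overlaps were therefore the rebuilt clusters, with median widths of 833 bp in Activin, 467 bp in DMSO and 1109 bp in SB. The start was counted back from the end by the listed number of tags in 1008 DMSO and 662 SB peaks, whose clusters had another tag number.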

A previous study has profiled Smad2/3 binding sites using promoter arrays in human keratinocytes [31]. However, reporter assays on Nodal/Activin responsive target genes such as *Lefty1/2*, *Nodal* [36], [51] and *Pitx2* [35] suggest that Smad2/3 may also regulate DNA elements in the introns rather than at the promoter region. Consistent with the reporter assay studies, our ChIP-Seq data showed that the majority of pSmad2 binding (Figure 4B) occurs in introns (∼30%) with only a minority of sites in the proximal promoters (∼10%). Furthermore, there was a significant shift in pSmad2 binding from the distal 5′ and 3′ regions towards the promoters of genes in the SB treatment compared to DMSO and Activin (Figure 4B). 

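By the deposited positions, 33.9% of Activin peaks (1727), 37.5% of DMSO peaks (2785) and 34.4% of SB peaks (1639) lay in introns of protein-coding genes, and 34.3% of 10000 random positions did. The 1 kb upstream of start sites held 7.13%, 8.03% and 11.9% of the peaks, against 1.12% of random positions. Exons held 10.9%, 12.3% and 13.0%. The intron share moved most when a peak was placed by any overlap of its interval and start sites and exons took precedence, which left 16.0% of SB peaks in introns and 34.7% within 1 kb of a start site.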

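In SB, 24.4% of peaks (1162 peaks, 23.2 to 25.7) lay within 1 kb of a transcriptional start site, against 17.8% in Activin (909, 16.8 to 18.9) and 16.9% in DMSO (1254, 16.0 to 17.8). Random positions gave 2.28%. Places more than 10 kb from any coding gene held 8.43% of SB peaks, 17.4% of Activin peaks and 13.6% of DMSO peaks, and 51.7% of random positions. The share near start sites moved most when any overlap of the peak counted, to 34.7% in SB, 23.0% in Activin and 20.8% in DMSO. Peaks of at least 13 tags, a set chosen beforehand, gave 20.6% in Activin, 22.4% in DMSO and 27.3% in SB.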

Examination of binding specifically in the promoter region showed a clear preference for pSmad2 to associate in the +/−600 bp proximal region of transcriptional start sites (TSS) with a steady decrease in binding further away from the TSS (Figure 4C). In addition, the increase in number of pSmad2 binding peaks during low signaling with the SB treatment can be confirmed in the promoter region both up- and downstream of the TSS. 

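Within 600 bp of a start site lay 13.3% of Activin peaks, 12.2% of DMSO peaks and 16.4% of SB peaks, compared with 1.51% of random positions. In bins of 100 bp, the highest share of Activin peaks was 1.77% from 0 to 100 bp downstream of the start site, and that of DMSO peaks 1.70% in the 100 bp upstream of it. By the deposited positions the highest share of SB peaks was 1.89% in the 100 bp upstream, and the bins from 200 to 300 bp upstream and from 500 to 600 bp downstream held 1.79% and 1.72%. Placed at the highest pileup, a choice made after seeing the positions, DMSO peaks were most frequent from 0 to 100 bp downstream (1.76%) and SB peaks from 100 to 200 bp downstream (4.14%). This placement raised the share of SB peaks within 600 bp to 23.6%, the largest move at this distance.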

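The first 1 kb downstream of start sites held 12.5% of SB peaks, against 10.7% in Activin and 8.86% in DMSO, so the share was higher in SB on both sides of the start site. The ChIP library as a whole was shifted in the same direction. Within 500 bp of start sites but outside all peaks, the SB library held 1.24 times the ChIP tags of the DMSO library per total tags. The ratio expected there from windows of equal GC content far from start sites was 1.26.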

In conclusion, pSmad2 binding, similar to the changes in gene expression identified by microarrays, also demonstrates binding to distinct subsets of genomic locations at different signaling levels.

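The paper concludes from the list sizes, the overlaps and the gene positions of the peaks that pSmad2 occupies different sets of places at different signaling levels. The sets of places were compared by splitting the libraries. When peaks were called from random parts of 3902575 tags each, 40.9% of the peaks from 1 part overlapped a peak from another part of the same library, and 33.6% a peak from a part of another treatment. Between the Activin and SB ChIP libraries 2830 merged regions differed by the two-sided test, 953 higher in Activin and 1877 lower, and the input libraries differed in 33. These regions, too, were chosen by peaks in the same ChIP libraries. Scaled by GC content and with 1 tag kept per position and strand, chosen after seeing the values, 933 regions differed, 404 higher and 529 lower.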

### Phospho-Smad2 Binding Is Positively Associated with Transcriptional Activity and Its Binding Preference for Specific DNA Motifs Changes with Signaling Levels

We next examined the relationship governing the degree of pSmad2 binding and the level of transcription across the genome (Figure 5A). In all 3 conditions, a clear trend emerges suggesting that more pSmad2 binding drives higher levels of gene expression. However, the possibility that pSmad2 is not driving expression but preferentially associates with more transcriptionally active genes and open chromatin cannot be excluded. To distinguish between the 2 possibilities, we examined the trend between pSmad2 binding events and differential gene expression from the microarray analysis in the 3 signaling conditions. Indeed, a significant majority (64.2%) of microarray target genes had pSmad2 binding within +/−50 kb and all displayed >1.5 fold change in binding in each signaling condition or had different number of binding events or changed the location of pSmad2 binding (Table S1) suggesting that the pattern of gene expression was indeed dynamically driven by pSmad2-DNA interactions.

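The supplementary table has 104 rows for 102 genes, of which 101 were found among the protein-coding genes of the annotation. All 101 (100%) had a peak of more than 12 tags within 50 kb in at least 1 list, and 80.2% had one within 20 kb, the largest move among the alternatives set beforehand. Of all protein-coding genes 45.1% had such a peak within 50 kb. In 10000 random sets of 162 coding genes the median share was 45.1% (95% of sets between 37.7% and 52.5%) and the highest 60.5%, whereas 101 of 162 genes is 62.3%. The sets were drawn from all coding genes and not matched on expression or gene length. The excess can therefore not be assigned to the response to signaling. A 1.5-fold change or a different number of peaks was found for 98 of these 101 genes and, in a comparison chosen after seeing the values, for 97.9% of all protein-coding genes with a peak (9881 of 10090). The authors put only genes with a peak into the table, and the other target genes were not analysed here.

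The paper proposes that the expression pattern of the target genes was driven by pSmad2 binding, because most of them lie near peaks and these peaks change in size, number or place between conditions.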

**Figure 5:**
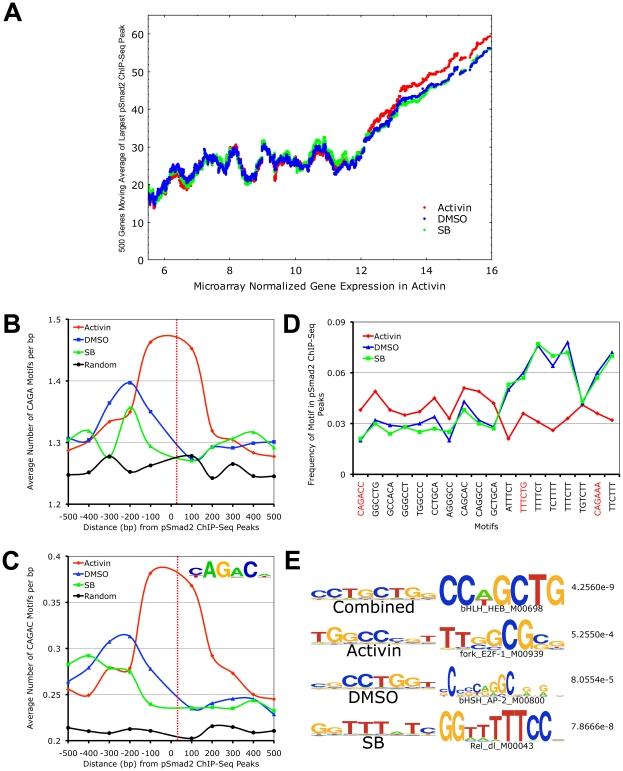
Target Gene Expression Increases with Phospho-Smad2 Binding, Which Demonstrates Dose-Dependent Affinity for Specific DNA Motifs. (A) Plot of relationship between pSmad2 binding affinity and expression levels of associated target genes in the Activin, DMSO and SB conditions. Horizontal axis shows ∼8000 RefSeq microarray targets ranked based on normalized log_2_ expression with a cutoff of 5.5 to exclude non-expressing genes and non-functional probes. The largest pSmad2 ChIP-Seq peaks occurring within +/-50 kb of the RefSeq genes were identified for each condition, normalized to average DMSO enrichments and subjected to a 500 gene moving average calculation on the vertical axis. (B) Plot showing frequency distribution of basic CAGA Smad-binding DNA element (SBE) sequence in 100 base pair (bp) intervals up- and downstream of ChIP-Seq peak positions. Horizontal axis shows distance in bp from the center (broken red line) of ChIP-Seq peaks and vertical axis shows frequency of CAGA motifs in each interval. The frequency of CAGA sequences in 10,000 random mouse genome locations was computed as a control for comparison (black line). (C) Plot of frequency distribution for the canonical Smad CAGAC sequence in intervals around ChIP-Seq peak positions using the same control calculations as in (B). Insert shows the logo of the Smad binding motif (TRANSFAC PWM SMAD_Q6_01) containing the CAGAC sequence. (D) Graph showing the sequence and frequency of the top 6-mer motifs in Activin, DMSO and SB. The motifs were defined by the Weeder program using sequences that occur only in the center of ChIP-Seq peaks. The frequency is expressed as fraction of +/–25 bp sequences spanning ChIP-Seq peaks containing the indicated motifs. CAGA containing 6-mers are highlighted in red. (E) 8-mer motifs defined by Weeder program in top 1000 ChIP-Seq peaks ranked by enrichments in +/−50 bp intervals for Activin, DMSO, SB and combined conditions correspondingly. Transcription factors binding to sequences similar to these motifs identified by the STAMP program using TRANSFAC PWM are indicated with corresponding p-values.

To account for how pSmad2 is able to switch binding locations during differential Nodal/Activin signaling, we examined its preference for specific DNA motifs under each condition. It is known that Smad2/3 are able to bind directly the basic CAGA motif and at the same time they possess a number of partner transcription factors that modulate the specificity and strength of binding. 

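In the 200 bp around the deposited Activin positions there were 1.46 CAGA sequences per 100 bp, both strands counted, which was 1.10 times the density at random genome positions and 7.58 standard errors above it. The densities were 1.31 in DMSO and 1.28 in SB, or 0.988 and 0.966 times the random density (-1.16 and -2.94 standard errors). Centring on the highest pileup of each peak, a setting chosen after seeing the positions, moved DMSO to 1.06 times the random density, which reversed its direction, and SB to 0.980. The Activin ratio stayed at 1.10.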

Here we see that there is strong pSmad2 association with the basic CAGA SBE specifically in the Activin treatment (Figure 5B). This was also confirmed when we examined the strong CAGAC canonical SBE as defined by the TRANSFAC PWM database which also appears with high frequency at the center of pSmad2 ChIP-seq peaks in the Activin treatment and not in DMSO, SB or the random mouse genome sequence control (Figure 5C). This suggests that both CAGA and CAGAC displayed graded pSmad2 binding that varied with the signaling level and were preferentially bound in the Activin condition. 

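CAGAC occurred 0.375 times per 100 bp around the deposited Activin positions, 1.66 times the random density of 0.226, and its central density exceeded that 300 to 500 bp away by 13.4 standard errors. Around the deposited positions of the other lists the density was 0.257 in DMSO and 0.237 in SB. Compared with 300 to 500 bp away, these differed by -0.114 and -4.08 standard errors. The density of the DMSO list was highest 100 to 200 bp before the position (0.315) and that of the SB list 300 to 400 bp before it (0.290), counted along the chromosome.

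These positions mark the ends of the peaks in the DMSO and SB lists. Around the highest pileup of the same peaks CAGAC occurred 0.328 times per 100 bp in DMSO and 0.310 times in SB, which was 1.45 and 1.37 times the random density. The excess over 300 to 500 bp away was then 12.5 standard errors in Activin, 11.9 in DMSO and 6.76 in SB.

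**Figure D2:**
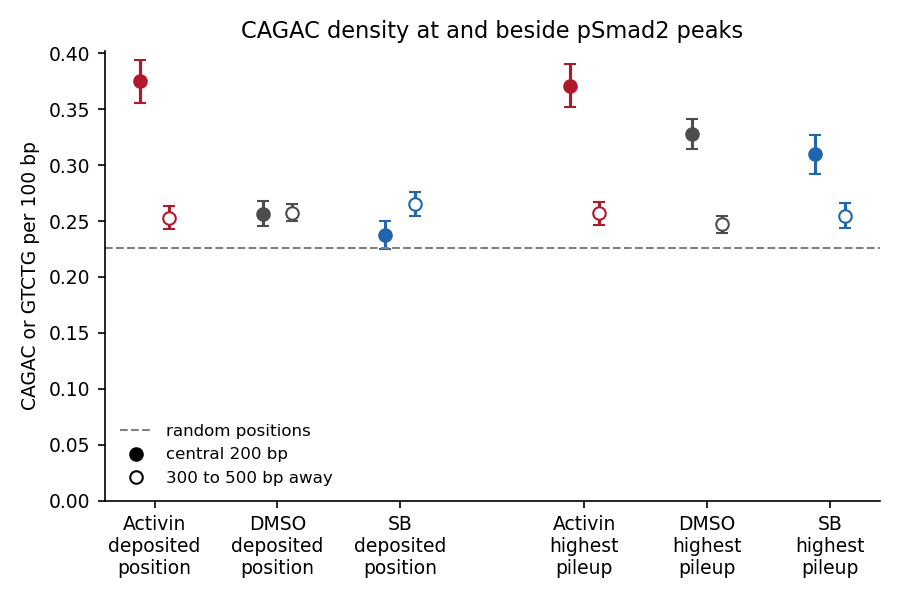
CAGAC per 100 bp (vertical axis) for each treatment in the central 200 bp (filled) and 300 to 500 bp away (open), around the deposited position and around the highest pileup of the same peaks, with bars of 2 standard errors and a dashed line at the random density of 0.226. Around the deposited positions only Activin has a higher centre than flank, and around the highest pileup all 3 treatments do.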

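The paper proposes graded binding at both motifs from their higher density in the Activin peaks. By regions instead of lists, the CAGAC density was 0.472 per 100 bp in regions higher in the Activin than in the SB ChIP library, 0.283 in regions higher in SB and 0.339 in regions that were not called. At least 1 CAGAC within 25 bp of the highest pileup was found in 15.1% of Activin, 13.7% of DMSO and 12.4% of SB peaks, and at 9.87% of random positions.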

To compare the contribution of CAGA against non-CAGA sequences towards pSmad2 binding, the top 10 *de novo* motifs in each condition were identified using the Weeder program (Figure 5D). Motifs that occurred with significant frequency but were not enriched in the center of pSmad2 ChIP-Seq peaks were excluded to remove the influence of comotifs around the peaks. A number of non-CAGA motifs that occurred with similar or greater frequency than CAGA were isolated. 

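For 18 motifs of 6 bp that the paper's figure shows, the share of peaks with the motif within 25 bp of the deposited position was counted on both strands. The most frequent was CAGCAC in Activin (5.24% of peaks), TTTCTT in DMSO (7.96%) and TTTTCT in SB (7.86%). CAGA itself was present there in 49.7% of Activin, 44.7% of DMSO and 43.3% of SB peaks, against 46.4% of random positions. A shorter motif is met more often by chance, and no de novo search was run here. With the highest pileup as the centre, chosen after seeing the positions, CAGCAC became the most frequent in DMSO (5.15%) and SB (6.22%) too, and CAGA was present in 49.8% of Activin, 48.6% of DMSO and 45.1% of SB peaks.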

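Of the 18 motifs of 6 bp, 8 fell in frequency from Activin over DMSO to SB around the deposited positions, and for 8 the interval of the Activin share lay above that of SB. GGCCTG, for example, was found in 5.01% of Activin, 3.30% of DMSO and 3.09% of SB peaks, against 1.93% of random positions. Around the highest pileup 5 motifs fell in this order and 6 had a higher Activin interval.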

Interestingly, these *de novo* motifs also showed a graded effect on pSmad2 association similar to the CAGA SBE. 

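For 7 of the 18 motifs the interval of the Activin share lay below that of SB around the deposited positions. Around the highest pileup of the same peaks, a centring chosen after seeing the values, no motif did.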

Other non-CAGA motifs were preferentially bound by pSmad2 only in the DMSO and SB condition and depleted during the high signaling Activin condition. This suggested that while CAGA binding was significant, binding to non-CAGA sequences accounted for the majority of pSmad2 association within the ES cell genome suggesting that this was primarily mediated by transcriptional co-partners. Indeed, when the top consensus motifs in the center of all ChIP-seq peaks in each signaling condition and in the combined dataset were studied (Figure 5E), there was a strong enrichment for motifs belonging to transcription partners such as E2f and Ap1 instead of Smad binding CAGA boxes. 

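The paper reasons that most binding takes place at sequences without CAGA and proposes that partner proteins carry it. A listed 6 bp motif in the absence of CAGA, within 25 bp of the deposited position, was found in 36.5% of Activin, 40.0% of DMSO and 39.7% of SB peaks. At random positions it was found in 39.7%. With the highest pileup as the centre, chosen after seeing the positions, the shares were 36.3% in Activin, 36.3% in DMSO and 37.2% in SB. The lower share of Activin thus depended on the centring.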

To confirm the association of the putative transcriptional cofactors and establish their identity, we expanded the analysis to TRANSFAC co-motifs occurring within +/− 1 kb range of pSmad2 binding sites (Table S2). A large number of known pSmad2 transcription partners such as Ap1, Sp1 and E2f are indeed associated within the vicinity of pSmad2 peaks regardless of the level of Nodal/Activin signaling. However, there were additional co-motifs bound by transcription factors such as Oct4, Stat3 and p53 that only appear prominently in Activin treatments and Hes1, Lrf and Plzf appearing in SB. This is supportive of an exchange of transcription partners in association with pSmad2 that was governed by the level of Nodal/Activin signaling which was likely to be responsible for the change in specificity of pSmad2 transcriptional complexes for target gene subsets and their level of expression. Furthermore, while pSmad2 does bind to its own CAGA sequence, transcriptional copartners played a greater role both in binding affinity and specificity of pSmad2 protein complexes for the ES cell genome.

### Graded, Low Signaling Dominant, High Signaling Dominant, and Multimodal Models of Binding Occur for Phospho-Smad2 Target Genes

To investigate the different models of pSmad2 binding during differential Nodal/Activin signaling, we examined the ChIP-Seq profiles including those of the transcriptionally regulated microarray targets and identified at least 4 types of pSmad2 binding. The first model is that of “graded” target genes that follow closely the changes in Nodal/Activin signaling with increased binding and transcription during high signaling, have moderate response in endogenous baseline signaling and showed a loss of binding with decreased mRNA levels during signaling repression. This category of pSmad2 binding comprises 23.87% of high confidence ChIP-Seq peaks corresponding to 16.28% of target genes associated within +/−50 kb of these peaks (Figure S4). 

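The merged regions were grouped by the pileup of each ChIP library, scaled by total tags, where at least 1 pileup reached 13 tags (7340 regions). A region was graded if Activin exceeded DMSO and DMSO exceeded SB by at least 1.25-fold each, which held for 515 regions (7.02%, 6.44 to 7.62). Genes were joined to all such regions within 50 kb, which gave 9509 genes, and 343 of them (3.61%, 3.24 to 4.00) had only graded regions. If the libraries had shared 1 rate per region, sampling alone gave 4.24% graded regions, the mean of 20 simulated draws. The share ranged from 4.11% with a minimum of 1.5-fold to 10.0% with the input pileup subtracted.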

*Radil* a Rap GTPase effector that plays a role in the migration of neural crest progenitors [52] exemplified such pSmad2 binding and transcriptional regulation (Figure 3A, Figure 6A, and Table S1) in the first intron with normalized relative enrichments of 107 tags in Activin compared to 51 in the DMSO control and complete loss of binding indistinguishable from background sequencing levels in SB. 

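The tallest site of Radil, in intron 1 (chromosome 5:143021984-143022842), held 240 ChIP tags in Activin, 92 in DMSO and 15 in SB, with 9, 18 and 7 input tags. The Activin to DMSO ratio was 2.56 (2.00 to 3.29, adjusted exact p = 4.2e-13) and the SB to DMSO ratio 0.215 (0.116 to 0.374, adjusted exact p = 3.7e-08). The SB ChIP library did not pass the one-sided test against input there (adjusted exact p = 0.10). The highest pileup was 178 tags in Activin, 66 in DMSO and 8 in SB. Keeping 1 tag per position and strand moved the Activin to DMSO ratio most, to 2.04 (adjusted exact p = 0.00011).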

The known target gene *Pitx2* showed reproducible results with the ChIP data obtained by real-time PCR (Figure S1A) both in terms of the binding location in the intronic enhancer as well as the level of pSmad2 enrichments under graded Nodal/Activin signaling. There were normalized enrichments of up to 201 tags in Activin, 156 in DMSO control and again complete loss of binding in SB (Figure S3A). Interestingly, *Pitx2* had 2 graded binding sites, one of which is in the known intronic region and a novel site in the 3′ region. The graded binding in the *Pitx2* locus also correlates with transcriptional consequences showing strong induction/inhibition of *Pitx2* mRNA levels from 0 to 24 hours (Figure 1A).

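Near Mixl1 a single listed site lay in intron 1 of Lin9, 49093 bp from the Mixl1 start site (chromosome 1:182577749-182578490). It held 37 ChIP tags in Activin, 21 in DMSO and 5 in SB. Neither the Activin to DMSO ratio of 1.73 (0.984 to 3.10, adjusted exact p = 0.15) nor the SB to DMSO ratio of 0.314 (0.0926 to 0.856, adjusted exact p = 0.074) was called, which does not show that the libraries were equal there. Activin exceeded SB by 5.49-fold (adjusted exact p = 0.00068). With only the tags within 250 bp of the centre the Activin to DMSO ratio was 2.71 and called (adjusted exact p = 0.023). Only the Activin list held this site, so a window on its tallest position may favour Activin.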

The two inducers of the mesendoderm cell fate *Mixl* [53] and *Nodal* [54] also show evidence of graded pSmad2 binding within 50 kb of the genes (Figure S5A and S5B) suggesting that they may be directly regulated by Nodal/Activin signaling for this purpose. The binding location in the first intron of *Nodal* also corresponds to the intronic enhancer previously described to be important for left side expression in the early embryo via the Nodal/Activin signaling autoregulatory loop [55], [56] confirming that *Nodal* is itself a direct target.

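The tallest site of Nodal, in intron 1 (chromosome 10:60880775-60883531), had 273 ChIP tags in Activin, 190 in DMSO and 91 in SB. Activin exceeded DMSO by 1.41-fold (1.17 to 1.70, adjusted exact p = 0.0062), and the SB to DMSO ratio was 0.632 (0.487 to 0.816, adjusted exact p = 0.0058). The ratios with 1 tag kept per position and strand were 1.37 and 0.657, and neither was called (adjusted exact p = 0.063 and 0.054).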

It was also unclear if pSmad2 binding and regulation of target genes only exists in a 1-to-1 relationship or if the same binding sites were capable of regulating multiple targets in the genomic vicinity. 

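In the 100 kb around Lefty1 and Lefty2 the lists held 7 sites. The 3 tallest lay 10144 bp upstream of Lefty1, 4218 bp upstream of Lefty2 and 1111 bp upstream of Lefty1. They had 693, 757 and 1129 ChIP tags in Activin, 498, 492 and 566 in DMSO, and 36, 32 and 76 in SB. Their Activin to DMSO ratios were 1.36 (1.21 to 1.53, adjusted exact p = 2.7e-05), 1.51 (1.34 to 1.69, adjusted exact p = 3.1e-10) and 1.95 (1.76 to 2.17, adjusted exact p = 8.5e-38), and the SB to DMSO ratios 0.0954, 0.0859 and 0.177.

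The other sites were smaller and did not all follow this order. A site 21665 bp past the 3′ end of Lefty2, in the Activin list only, held 34, 12 and 6 ChIP tags and an Activin to DMSO ratio of 2.78 (adjusted exact p = 0.018). In intron 1 of Tmem63a a site in the DMSO list only held 10, 21 and 0, with a ratio of 0.466 that was not called (adjusted exact p = 0.16).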

While *Lefty2* was a known direct target with pSmad2 binding in its promoter region (Figure S1B), for the first time, to our knowledge, we characterized an important pSmad2 transcriptional hotspot in the entire 100 kb *Lefty1/2* locus where all the genes within this region were co-regulated by pSmad2 binding suggesting a coordinated mode of transcriptional regulation (Figure S3B). This was further confirmed in the microarray analysis (Figure 3A) demonstrating that *Lefty1/*2, *Pycr2* and *Tmem63a* display the same pattern of gene expression following a graded response to Nodal/Activin signaling. This was consistent with the real-time PCR quantification of the pSmad2 pulldown of the *Lefty2* promoter (Figure S1B) that corresponds to the most upstream pSmad2 binding site in the *Lefty1/2* hotspot as did a time course profiling of *Lefty2* expression from 0 to 24 hours (Figure 1B).

In the second model of pSmad2 binding, we describe “low signaling dominant” conditions that permit pSmad2 binding but less so under other signaling levels. The *Id1/2/3* (Figure 6B, Figure S6, and Table S1) family of transcriptional repressors shows pSmad2 binding to these genes only in the SB treatments and not in Activin or the DMSO control. 

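The tallest site of Id2, 2864 bp upstream of the gene (chromosome 12:25782693-25784224), held 33 ChIP tags in Activin, 24 in DMSO and 80 in SB. The SB to DMSO ratio was 4.40 (2.76 to 7.26, adjusted exact p = 1.2e-09). The Activin and DMSO ChIP libraries were also above input there (one-sided adjusted exact p = 0.022 and 0.040). Id3 had a site in intron 2 (chromosome 4:135699538-135701149) with 31, 30 and 69 ChIP tags and an SB to DMSO ratio of 3.04 (1.95 to 4.83, adjusted exact p = 1.8e-05). Neither Activin nor DMSO passed the test against input at this site (one-sided adjusted exact p = 0.64 and 0.24). A second site of Id3, 8834 bp upstream of its start site and in the DMSO list only, held 2, 16 and 2 ChIP tags and an SB to DMSO ratio of 0.165 (0.0184 to 0.702, adjusted exact p = 0.043).

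At Id1 the site 1044 bp upstream (chromosome 2:152560451-152561313) was in the DMSO and SB lists. It held 20, 25 and 37 ChIP tags, an SB to DMSO ratio of 1.95 (1.14 to 3.39, adjusted exact p = 0.055) and an Activin to SB ratio of 0.401 (adjusted exact p = 0.0094). Scaled by windows of equal GC content, an alternative chosen after seeing the values, the SB to DMSO ratios were 3.62 at Id2, 2.26 at Id3 and 1.63 at Id1, and the last was not called (adjusted exact p = 0.20). Scaling by tags outside peaks gave 2.02 at Id1 and a call (adjusted exact p = 0.045).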

Statistically, 32.73% of pSmad2 binding sites display this mode of behavior associated with 23.44% of target genes (Figure S4). In contrast, the third model showed the opposite “high signaling dominant” mode of binding such as in the case of *220011C2Rik* (Figure 6C and Table S1) where pSmad2 only binds strongly in the Activin condition but to a lesser degree in DMSO or SB also resulting in transcriptional consequences (Figure 3A and Figure S4). 

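SB exceeded Activin and DMSO by at least 1.25-fold in 1719 of the regions with 13 tags (23.4%, 22.5 to 24.4), and 1245 genes (13.1%, 12.4 to 13.8) had only such regions. With 1 rate per region, simulated sampling gave 11.1%. The share was 15.7% when pileups were scaled by windows of equal GC content, which was chosen after seeing the values.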

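The tallest site of 2210011C24Rik, taken as the gene meant, lay 1708 bp past its 3′ end (chromosome 8:86532104-86532954) and held 104 ChIP tags in Activin, 31 in DMSO and 20 in SB. Activin exceeded DMSO by 3.29-fold (2.18 to 5.08, adjusted exact p = 1.1e-07) and SB by 3.86-fold (adjusted exact p = 4.7e-08). The SB to DMSO ratio was 0.852 (adjusted exact p = 0.83). A site at the start of the gene was in the SB list only. It held 67, 70 and 99 ChIP tags and an SB to DMSO ratio of 1.87 (adjusted exact p = 0.0023), which was 1.35 and not called with the scaling by GC content (adjusted exact p = 0.18). Of all regions of at least 13 tags, 544 (7.41%, 6.82 to 8.03) were highest in Activin by at least 1.25-fold, and simulated sampling with 1 rate per region gave 11.1%.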

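The site listed near Fgf8 lay 3267 bp upstream of its start site and 1552 bp past the end of Npm3 (chromosome 19:45820248-45821050), in the Activin list only. It held 55 ChIP tags in Activin, 31 in DMSO and 20 in SB. The Activin to DMSO ratio of 1.74 (1.10 to 2.79) was not called (adjusted exact p = 0.065), and the Activin to SB ratio of 2.04 was (adjusted exact p = 0.032). Counting only tags within 250 bp of the centre gave an Activin to DMSO ratio of 2.09, which was called (adjusted exact p = 0.034). As at Mixl1, this window may favour Activin.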

Another known component of the mesendodermal cell fate *Fgf8* [57] also shows strong pSmad2 binding in the promoter region specifically during high signaling (Figure S5C). Intriguingly, findings in the chick embryo show that *Fgf8* also plays important roles in left-right asymmetry where it can be induced by Activin [58] in agreement with our results.

**Figure 6:**
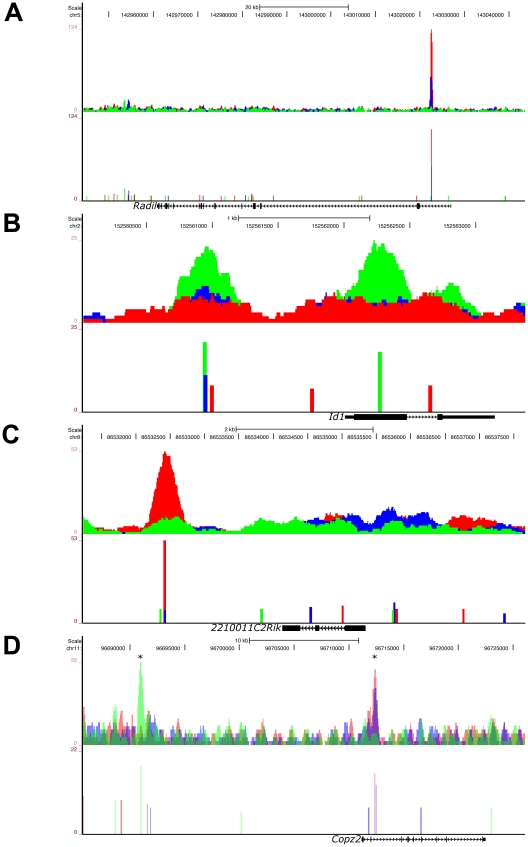
Graded, Low Signaling Dominant, High Signaling Dominant, and Multimodal Modes of Phospho-Smad2 Target Gene Binding. UCSC Genome Browser representation of pSmad2 enrichment peaks under Activin (red), DMSO control (blue) and SB (green) signaling conditions in ES cells. Genomic locations of signaling regulated peaks correspond to (A) graded binding to intron of *Radil* in all 3 conditions, (B) discrete binding to promoter and exon of *Id1* specific to SB treatment, (C) binding to the 3′ region of *2210011C2Rik* only in the Activin condition and (D) multimodal recruitment of pSmad2 in ChIP-Seq peaks marked with (*) where it is SB specific in the promoter region of *Copz2* and graded in correlation with signaling in the intronic region. All target genes were identified to be differentially expressed under the 3 signaling conditions in the microarray analysis of Figure 3A. Top panels show raw sequencing tag enrichments in Activin/DMSO/SB on the vertical axis. Bottom panels show ChIP-Seq peak positions and intensities defined by the MACS program based on normalization to the respective input DNA sequencing controls for each condition. Horizontal scale shows genomic coordinates on the indicated chromosomes and scale bar denotes genomic distance. Structure of the indicated target genes is represented by thick solid lines for exons, thin solid lines for UTRs and continuous arrows running from 5′ to 3′ for introns.

In the fourth model which accounts for the regulation of the largest proportion (33.69%) of target genes associated with pSmad2 ChIP-Seq peaks (), the same target gene may be regulated by “multimodal pSmad2 binding” events. 

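Of the genes near such regions, 4842 (50.9%, 49.9 to 51.9) had regions of more than 1 kind within 50 kb. This class can only hold genes with at least 2 regions, of which there were 5489, and 88.2% of these were in it. When the kinds were shuffled among the regions 100 times, the median share of genes with more than 1 kind was 52.8%, with a range from 51.9% to 53.7%.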

*Copz2* has two pSmad2 association sites in the intron and promoter region (Figure 6D). 

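Within 10 kb of Copz2 the lists held 1 site, in intron 2 (chromosome 11:96711628-96712784), and no site in the promoter.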

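At the intron 2 site of Copz2 there were 51 ChIP tags in Activin, 44 in DMSO and 9 in SB. The Activin to DMSO ratio was 1.14 (0.744 to 1.74, adjusted exact p = 0.76) and the SB to DMSO ratio 0.270 (0.116 to 0.560, adjusted exact p = 0.0028). With tags within 250 bp of the centre, the SB to DMSO ratio of 0.330 was no longer called (adjusted exact p = 0.051).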

The promoter site only binds pSmad2 in the SB condition while the intronic enhancer shows a graded response to the signaling level. In the case of the known target gene *Smad7*, we have shown that the pSmad2 binding peak in the promoter region is invariant in all 3 signaling conditions (Figure S1C) which could not explain how *Smad7* was differentially expressed during graded Nodal/Activin signaling (Figure 1C). In confirmation with these results, the ChIP-Seq data showed the same pSmad2 association on the *Smad7* proximal region with no change in binding under all 3 signaling conditions. 

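The Smad7 site 447 bp upstream of the start site (chromosome 18:75525593-75527657) held 74 ChIP tags in Activin, 92 in DMSO and 78 in SB. The Activin to DMSO ratio was 0.788 (0.572 to 1.08, adjusted exact p = 0.28) and the SB to DMSO ratio 1.12 (0.817 to 1.53, adjusted exact p = 0.68), so no difference was called, though the intervals leave room for changes of the size of 1.5-fold in SB. With scaling by GC content, chosen after seeing the values, the SB to DMSO ratio at this site (61.6% GC) was 0.802.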

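A site 6476 bp upstream of Smad7 (chromosome 18:75519497-75521214) held 142 ChIP tags in Activin, 106 in DMSO and 23 in SB. Activin exceeded DMSO by 1.31-fold (1.01 to 1.70), which was not called (adjusted exact p = 0.11). The SB to DMSO ratio was 0.286 (0.174 to 0.453, adjusted exact p = 3.3e-07) and Activin exceeded SB by 4.58-fold (adjusted exact p = 6.1e-13). Another site 438 bp past the 3′ end of Smad7 had 40, 9 and 21 ChIP tags and an Activin to DMSO ratio of 4.35 (2.08 to 10.2, adjusted exact p = 0.00095).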

Surprisingly, we discovered a previously undescribed pSmad2 regulatory element in the distal *Smad7* promoter region that binds pSmad2 in a graded manner (Figure S3C) and could account for why *Smad7* was responsive to different Nodal/Activin signaling levels. Hence pSmad2 binding in the *Smad7* proximal region may not be the dominant regulatory region for Nodal/Activin signaling but may depend instead on the dynamically changing pSmad2 distal promoter element for *Smad7* regulation. Indeed the proximal promoter element may be more of a Smad3 regulated region instead of Smad2 as previously described [38].

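The paper concludes from these examples and from the share of regions and genes in each class that binding follows the signaling level in more than 1 way. Among the tallest sites of the named genes, Radil, Lefty1 and Lefty2, Nodal and Ski were higher in Activin than in DMSO and lower in SB by all tags. With 1 tag kept per position and strand, neither ratio was called at Nodal (adjusted exact p = 0.063 and 0.054), nor the Activin to DMSO ratio at Ski (adjusted exact p = 0.052). Id2 and Id3 were higher in SB than in DMSO, and 2210011C24Rik was higher in Activin than in both others. Counted over all regions, a further 2010 (27.4%) were highest in DMSO, against 15.2% in simulated sampling with 1 rate per region and 14.9% (555 of 3716) with 1 tag kept per position and strand. Another 418 (5.69%) were lower in SB only, and 547 (7.45%) stayed under 1.25-fold.

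**Figure D3:**
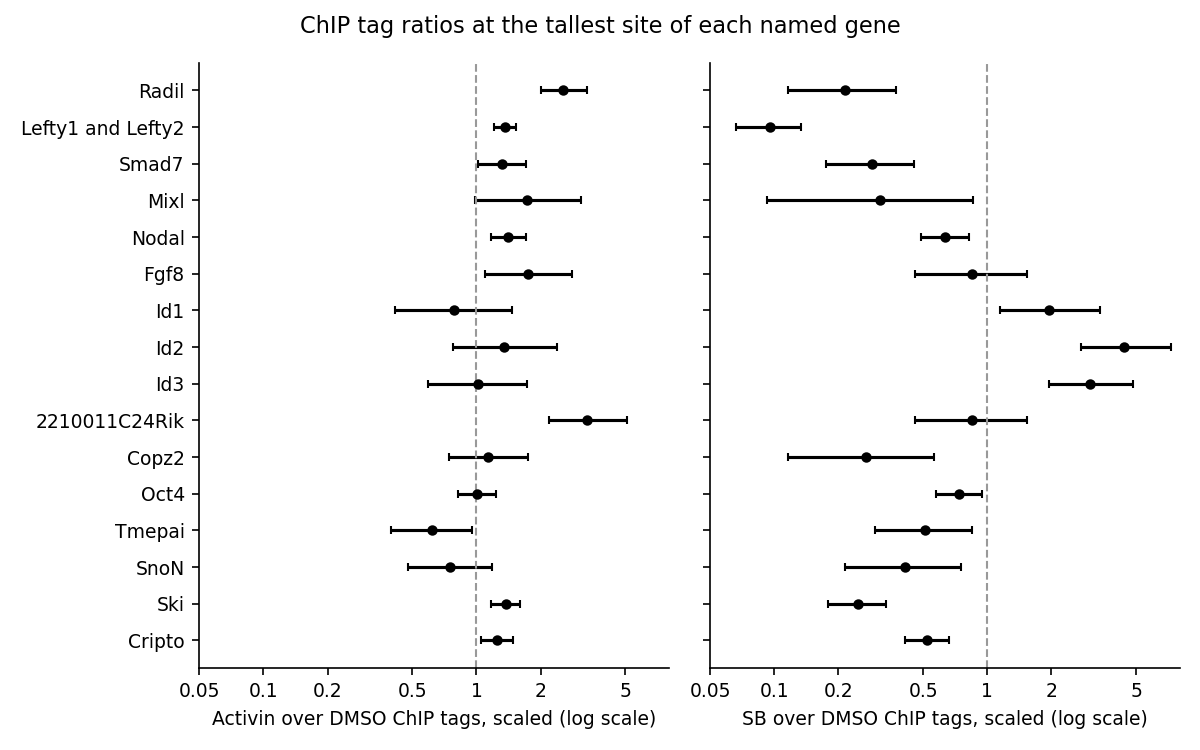
Ratio of ChIP tags, Activin to DMSO and SB to DMSO, on a logarithmic axis for the tallest site of each of 16 named genes or gene pairs, with 95% intervals. The SB to DMSO ratio spans from 0.0954 at Lefty1 and Lefty2 to 4.40 at Id2, and the Activin to DMSO ratio is highest at 2210011C24Rik, 3.29.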

In conclusion we demonstrate that pSmad2 dependent binding and transcription during graded Nodal/Activin signaling occurs in the ES cell genome in a graded, low or high signaling dominant, many-to-one or one-to-many multimodal manner in relation to the target genes that they regulate.

### Nodal/Activin Signaling Titrates the Level of *Oct4* in ES Cells, Which Is a Direct Target of Phospho-Smad2 Binding in the Promoter Region

The mesendodermal and trophectodermal cell fate decisions brought about by graded Nodal/Activin signaling strikingly resemble the ES cell response to a less than 2-fold up- or downregulation of the *Oct4* master regulator of stemness in driving differentiation towards similar cell fates [59]. Furthermore, an important mechanism for trophectoderm differentiation depends on the Oct4 repression of *Cdx2* expression and the induction of this lineage is thought to be indicative of loss of stemness [60]. We therefore hypothesized that *Oct4* may be a key downstream target under Nodal/Activin control during the specification of divergent cell fate decisions and investigated how the pathway may be governing *Oct4*.

We discovered that the *Oct4* locus was rich in multiple pSmad2 binding events from ChIP-Seq profiling (Figure 7A). 

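In the Oct4 locus the lists held a site 2033 bp upstream of the start site (chromosome 17:35640506-35644284), a site in intron 3 and a site in intron 3 of the neighbouring gene Tcf19. They held 191, 45 and 143 ChIP tags in Activin, 186, 48 and 131 in DMSO, and 104, 27 and 95 in SB.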

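At the upstream site of Oct4, the Activin to DMSO ratio was 1.01 (0.818 to 1.24, adjusted exact p = 1.0), the SB to DMSO ratio 0.738 (0.575 to 0.943, adjusted exact p = 0.059) and the Activin to SB ratio 1.36 (adjusted exact p = 0.051). The highest pileup was 43, 35 and 17 tags in Activin, DMSO and SB. Scaled by windows of equal GC content, chosen after seeing the values, the SB to DMSO ratio was 0.630 and called (adjusted exact p = 0.0053). It was also called with tags within 250 bp of the centre, at 0.360 (adjusted exact p = 0.017).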

During graded Nodal/Activin signaling in chemically defined conditions however, only a pSmad2 peak in the promoter region of *Oct4* showed a similarly graded response suggesting that this was the functional Nodal/Activin signaling response element. We examined the transcript levels of endogenous *Oct4* expression (Figure 7D) upon inhibition of Nodal/Activin signaling with SB in serum containing media and found that it was also significantly downregulated within 24 hours. In agreement with the transcript data, Oct4 protein levels were similarly downregulated in SB treated ES cells (7E). Analysis of the 503 bp promoter region encompassing the beginning and end of the pSmad2 binding peak showed that it contained eight CAGA sites or their inversion (Figure 7B). 

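The 503 bp fragment of the Oct4 promoter (chromosome 17:35640683-35641185) held 49 ChIP tags in Activin, 45 in DMSO and 12 in SB, with 10, 9 and 11 input tags. The SB to DMSO ratio was 0.352 (0.169 to 0.677, two-sided exact p = 0.00082), and the Activin to DMSO ratio 1.07 (0.697 to 1.64, two-sided exact p = 0.83). Its sequence held 8 CAGA sites, 5 on the forward and 3 on the reverse strand, or 1.59 per 100 bp. Of these, 2 were CAGAC, at fragment positions 158 and 304.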

To determine if this regulatory sequence was indeed a Nodal/Activin response element of the *Oct4* promoter, we cloned this into luciferase reporter constructs and transfected ES cells subjected to the 3 signaling conditions with Activin, DMSO and SB (Figure 7C) in serum containing media. The reporter activity of the wild type *Oct4* promoter construct was >100X higher than that of the empty reporter construct in the DMSO control signaling condition suggesting that the 503 bp sequence had strongly driven *Oct4* promoter activity in ES cells. Crucially, the *Oct4* promoter reporter displayed a specific graded response to Nodal/Activin signaling while the control empty reporter did not. To confirm that the *Oct4* response to graded Nodal/Activin signaling was functionally driven by pSmad2 binding, we determined the exact SBE responsible for *Oct4* inducibility (Figure 7C). Mutagenesis experiments on the *Oct4* promoter region in luciferase assays revealed that the strong CAGAC consensus SBE site in the middle of the 503 bp fragment was indispensable for graded *Oct4* promoter activity. Loss of this site completely abolished the promoter response to both high and low Nodal/Activin signaling. Further point mutations of two minimal CAGA SBEs flanking the CAGAC site led to no further significant effects on the *Oct4* promoter.

**Figure 7:**
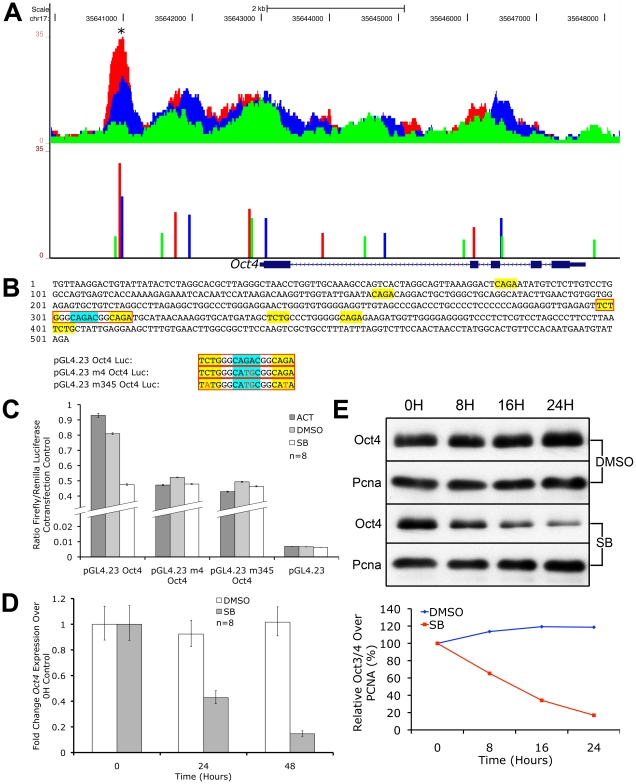
*Oct4* Is a Direct Target of Nodal/Activin Signaling via Graded Phospho-Smad2 Recruitment to the Promoter. UCSC Genome Browser plot of the *Oct4* genetic locus showing pSmad2 ChIP-Seq enrichment on the vertical scale in ES cells subjected to Activin (red), DMSO control (blue) and SB (green) treatments with genomic distance in bp on the horizontal scale. Colored bars show ChIP-Seq peak positions and normalized enrichments for each treatment. (B) 503 bp sequence of the *Oct4* promoter region marked with asterisk (*) in (A). Sequences in yellow show canonical CAGA SBEs or their inverted sequence TCTG while the strong CAGAC SBE is highlighted in blue. Sequences in red boxes denote where mutations were made in the indicated luciferase constructs. (C) Firefly luciferase assays of the 503 bp sequence cloned into the *pGL4.23* reporter construct (*pGL4.23 Oct4*) or mutated in the strong CAGAC SBE (*pGL4.23 m4 Oct4*) or mutated in CAGAC and the two flanking CAGA sites (*pGL4.23 m345 Oct4*). The constructs were transfected into ES cells treated with Activin (dark gray bars), DMSO control (light gray) and SB (white). Discontinuous vertical scale shows relative Firefly luciferase levels normalized to the co-transfection *pGL4.75* Renilla luciferase control. Error bars provide s.e.m. for n = 8 replicates. (D) Real-time PCR quantitation of endogenous *Oct4* expression in ES cells treated for 0 to 48 hours in SB (gray bars) compared to DMSO (white bars) after normalizing to the *Ywhaz* housekeeping control. Vertical axis shows fold change over the 0 h control in each treatment. Error bars show s.e.m. for n = 8 replicates. (E) Western blot of endogenous Oct4 protein levels in ES cells after treatment with SB or DMSO control in a 0 to 24 hour time course. Pcna was used as a loading control in both conditions. Densitometry plot shows Oct4 protein quantitation after normalizing to the respective Pcna loading control with the relative level at 0 hours for each treatment at 100%.

We therefore conclude that *Oct4* is a direct target of pSmad2 binding and Nodal/Activin signaling regulates both its promoter activity and endogenous expression. The 503 bp *Oct4* promoter response element with the essential CAGAC SBE was sufficient and independent of all other pSmad2 binding events in the *Oct4* locus or other DNA regulatory elements in cis that may be mediated by Nodal/Activin signaling. The regulation of *Oct4* is well known for its importance in cell fate decisions and its downregulation during loss of Nodal/Activin signaling is significant not only as an impetus for trophectoderm differentiation but also reconciles the alternative role of Nodal/Activin signaling in maintaining self-renewal and pluripotency.

## Discussion

The molecular basis of extracellular signaling instructions governing differential cell fate decisions in the Nodal/Activin pathway has been postulated but not shown conclusively. Primarily, the transcriptional events occurring at the interface between pSmad2 signal transduction from the activated cell surface receptors to manipulation of the global stem cell transcriptome driving specific lineage programs have not been well characterised. This study provides an important insight into how quantitative signaling is translated into qualitative cell fate decisions by showing for the first time, to our knowledge, that the same transcription factor pSmad2 is able to bind and transcriptionally regulate different subsets of target genes in a dose-dependent manner.

The specification of cell fate decisions is governed by 2 distinct events. The first requires an exit from self-renewal and maintenance of stemness programs by direct control of pSmad2 over key pluripotency factors. Previous studies have revealed that *Nanog* is a direct target of Smad2/3 transcription in human ES cells [61]. Here we show an additional level of control over the stem cell program by direct transcriptional regulation of the *Oct4* master pluripotency gene by pSmad2. The second event requires an entry into a specific differentiation program that is in turn brought about by direct and indirect pSmad2 regulation of differentiation genes such as *Gata3*, *Tcfap2c* and *Igf2* that are known to be important factors for trophectoderm cell fates. This cell fate decision is further reinforced by loss of *Oct4* with inhibition of Smad2 phosphorylation as the former is known to be a potent repressor of the trophectoderm gene *Cdx2* in the blastocyst [60]. The pSmad2 binding target genes driving mesendodermal differentiation include *Mixl*, *Fgf8* and *Nodal* itself, while other genes such as *Chst15* expressed in definitive endoderm and *Fgf15* for cardiac mesoderm have also been identified as strong Nodal/Activin transcriptional targets. It is likely that over the course of long-term differentiation for 6 days, additional target genes may be recruited for the specification of both lineage decisions that may not be apparent at the 18 hours time point in this study which may be too early for endpoint differentiation. Indeed, strong regulation of *Mixl* and *Fgf8* and to a lesser extent *Nodal* could be detected at 3 and 6 days (Figure 2B and data not shown) of treatment in correlation with the level of Nodal/Activin signaling.

Consistent with the role of Nodal/Activin as morphogens, we found that many components of the pathway were themselves feedback targets that were directly regulated by pSmad2 binding in ChIP-Seq and/or differentially expressed in our microarray analysis. These include the negative feedback inhibitors such as *Lefty1/2* and *Smad7* which are already known targets of Nodal/Activin signaling. In this study, graded pSmad2 binding could be detected in the intronic region of *Tmepai* (Figure S6) which sequesters Smad2/3/4 from receptor kinase activity [62]. Similarly, *SnoN* [63] and *Ski* [64] also present graded intronic binding of pSmad2 (Figure S6) and both function as transcriptional repressors of Smad2/3/4. 

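For Tmepai, SnoN, Ski and FoxH1 the paper cites real-time PCR on ChIP DNA, whose primer regions may be other sites than those counted here. Tmepai (Pmepa1) had a pair of sites in intron 1. The taller (chromosome 2:173100430-173101394) held 36 ChIP tags in Activin, 57 in DMSO and 22 in SB, with an Activin to DMSO ratio of 0.619 (0.396 to 0.955, adjusted exact p = 0.096) and an SB to DMSO ratio of 0.509 (0.297 to 0.847, adjusted exact p = 0.041). The other (chromosome 2:173062081-173065373) held 143, 98 and 38, with an Activin to DMSO ratio of 1.43 (1.10 to 1.87, adjusted exact p = 0.038) and an SB to DMSO ratio of 0.512 (adjusted exact p = 0.0069). By the highest pileup in place of all tags, the Activin to DMSO ratio of the second site was 0.948, in the opposite direction. It was not called with 1 tag kept per position and strand (1.43, adjusted exact p = 0.11), within 250 bp of the centre (1.30, adjusted exact p = 0.44) or with the scaling by GC content, chosen after seeing the values (1.37, adjusted exact p = 0.069). At the taller site the SB to DMSO ratio was 0.563 and not called with 1 tag kept per position and strand (adjusted exact p = 0.18).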

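The tallest site of SnoN (Skil) in intron 1 (chromosome 3:30994447-30995239) held 37 ChIP tags in Activin, 48 in DMSO and 15 in SB. Activin was not above DMSO, with a ratio of 0.755 (0.478 to 1.18, adjusted exact p = 0.40), and the SB to DMSO ratio was 0.412 (0.215 to 0.749, adjusted exact p = 0.020). After removal of tags with the same position and strand it was 0.437 and not called (adjusted exact p = 0.088). Smaller sites inside SnoN went both ways, but each was a peak of 1 list with only 15, 12 or 12 listed tags. The Activin to DMSO ratio was 7.84 at chromosome 3:31000316-31000800, in the Activin list only with 15 tags, where the SB to DMSO ratio was 3.30. It was 0.840 at 3:30996307-30996683 and 0.272 at 3:31002614-31002973. Scaled by GC content, chosen after seeing the values, the 7.84 and 0.272 sites were called (adjusted exact p = 0.014 and 0.041). Ski had its tallest site in intron 1 (chromosome 4:154563264-154564920), with 382, 273 and 51 ChIP tags. Activin exceeded DMSO by 1.37-fold (1.17 to 1.61, adjusted exact p = 0.0027), and SB fell to 0.247 of DMSO (0.179 to 0.334, adjusted exact p = 4.3e-23). The same removal left an Activin to DMSO ratio of 1.34 at Ski, which was not called (adjusted exact p = 0.052).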

There were also positive feedback components such as *Nodal*, its cofactor *Cripto* and *FoxH1* the transcriptional copartner of Smad2 (Figure 8 and Figure S6) that show graded binding in the intron and promoter regions. 

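The tallest site of Cripto (Tdgf1), 1421 bp upstream of its start site (chromosome 9:110846172-110850910), had 311 ChIP tags in Activin, 245 in DMSO and 97 in SB. The Activin to DMSO ratio was 1.24 (1.05 to 1.48, adjusted exact p = 0.051), the SB to DMSO ratio 0.523 (0.409 to 0.664, adjusted exact p = 3.4e-06) and the Activin to SB ratio 2.38 (adjusted exact p = 5.2e-13). No listed peak lay within 10 kb of FoxH1, and 3 merged regions lay within 50 kb. Nodal had 5 listed sites in the window that the paper names.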

The preponderance of the negative components in the autoregulatory loop of Nodal/Activin signaling is significant, as it suggests that the pathway mainly dampens and attenuates its own signaling via negative feedback and less so by positive feedback loops mediated by *Nodal, Cripto* and *FoxH1.*

**Figure 8:**
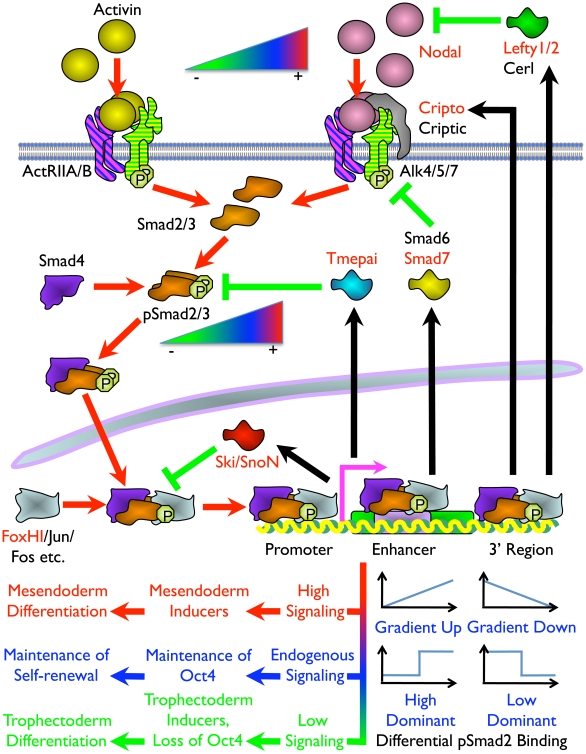
Model of the Mechanism of ES Cell Fate Decisions Directed by Graded Nodal/Activin Signaling. Schema of the components and signal transduction of the Nodal/Activin pathway starting with different concentrations of ligands external to the ES cell lipid bilayer membrane and terminating with the pSmad2 transcriptional complex regulating *Oct4* and different subsets of target genes in the nucleus. Red arrows show the signal transduction circuit, black arrows show transcription and translation of pSmad2 target genes while green inhibitory lines indicate negative feedback. Protein names in red are targets identified in the microarray analysis and/or pSmad2 ChIP-Seq. Color gradients from red to green denote components exhibiting a dose-dependent response from high (+) to low (–) activity. Plots represent the graded, high and low signaling dominant models of pSmad2 binding during differential signaling with the vertical axis showing the level of binding against the horizontal axis with increasing signaling levels from left to right. Different cell fate decisions and the events triggering them are indicated by lines and arrows in red to green color gradients.

One of the intriguing findings is that extracellular signaling gradients were translated into a gradient of Smad2 phosphorylation that we have now shown to be able to recruit different target genes in a dose-dependent manner. This was possibly achieved by an exchange of transcriptional copartners that permits the shifting of the pSmad2 transcriptional complex to different target gene subsets as suggested by the differential recruitment of non-CAGA motifs and comotifs under each signaling condition. The fact that pSmad2 contains only CAGA sequence binding domains and not transcription activation domains suggest that it is further dependent upon copartners for transcription, binding affinity and specificity. In some cases graded pSmad2 transcription complex binding drives graded target gene response that follows signaling strength with high fidelity. In other cases, the target genes are only regulated and responsive at defined signaling thresholds (Figure 8). The consequence is that a relatively modest stimulation with Activin leading to a physiological 2-fold increase in Smad2 phosphorylation eventually drives mesendodermal differentiation while the reciprocal SB inhibition resulting in a 2-fold decrease of pSmad2 is able to promote trophectoderm cell fates. During this process, the master regulator of pluripotency *Oct4* is itself titrated by the same Nodal/Activin signaling gradients in the ES cells undergoing differentiation. Hence the same pathway is able to tilt the balance in favor of maintenance of pluripotency or mediate an exit from self-renewal and entry into a specific lineage program. In conclusion, this study for the first time, to our knowledge, reconciles the multiple divergent roles of Nodal/Activin signaling in both pluripotency and differentiation with pSmad2 playing a central role in the cell fate decision making process.

## Materials and Methods

### Cell Culture

E14 TG2A mouse embryonic stem cells (ATCC) were propagated in FBS media consisting of 20% ES cell-qualified FBS in DMEM supplemented with 100 µM non-essential amino acids, 100 U/ml penicillin, 100 µg/ml streptomycin, 2 mM GlutaMAX-I (Invitrogen), 55 µM β-mercaptoethanol (Sigma) and 1X homemade Leukemia inhibitory factor (LIF). For the establishment of Nodal/Activin signaling gradients in chemically defined conditions, KSR media containing 20% Knockout Serum Replacement (KSR, Invitrogen) in place of FBS with all other components of ES media excluding LIF were used. For acute (0 to 48 hours) signaling conditions, 25000 ES cells/cm^2^ were plated for 18 hours in FBS media followed by adaptation of the cells to chemically defined conditions with 10 µM SB-431542 (Tocris) in KSR media for 6 hours as previously described [41]. High signaling was induced by treatment with KSR media containing 25 ng/ml Activin (R&D Systems) or low signaling with 10 µM SB and maintenance of endogenous signaling with control KSR media or 1/5000 dilution of DMSO vehicle as indicated. For long-term differentiation, 2000 ES cells/cm^2^ were plated and 18 hours later directly treated with Activin, DMSO and SB in FBS media without LIF or KSR media for 6 days with media change everyday. The DMSO vehicle used to dissolve SB can induce differentiation and loss of pluripotency in ES cells [65], [66]. In the microarray analysis of the 3 signaling conditions, the effect of DMSO on differential gene expression was determined by comparing against the unsupplemented KSR media control (Figure 3A). The SB inhibitor was used at a high stock concentration of 50 mM permitting 5000X dilution of DMSO in ES cell cultures which was well below the limit required for differentiation. The cultures and treatments were carried out for the microarray study in 4 biological replicates consisting of ES cells at 4 different passages from P20 to P24 to identify and eliminate any cell culture variation effects from analysis.

### Western Blotting

ES cells were lysed in RIPA buffer (150 mM NaCl, 1% NP-40, 0.5% Sodium Deoxycholate, 0.1% SDS, 50 mM Tris pH 8.0) for protein extracts. SDS-PAGE was performed on 10% polyacrylamide gels and transferred on Immun-Blot PVDF membranes (Bio-rad Laboratories) followed by probing with 1∶1000 dilutions of rabbit anti-Smad2 (pSer^465/467^, Calbiochem), rabbit anti-Smad2 (Invitrogen), mouse anti-Pcna (Santa Cruz Biotechnology) and goat anti-Oct4 (Santa Cruz Biotechnology). Secondary antibodies used were 1∶1000 donkey anti-rabbit IgG-HRP (GE Healthcare), 1∶1000 goat anti-mouse IgG-HRP and 1∶2500 donkey anti-goat IgG-HRP (Santa Cruz Biotechnology). Densitometry measurements of protein bands on western blots were acquired using Photoshop CS3 (Adobe Systems Incorporated).

### PCR Quantitation of Gene Expression and ChIP DNA Enrichments

For gene expression, total RNA was extracted from cells using the RNeasy Mini kit (Qiagen) as per manufacturer instructions. This was reverse transcribed into cDNA using the High Capacity RNA-to-cDNA Master Mix (Applied Biosystems). Quantitative real-time PCR was performed on the 7900HT Fast Real-Time PCR System (Applied Biosystems) or the Biomark System (Fluidigm Corporation) on cDNA or ChIP DNA according to manufacturer instructions. For RT-PCR, products amplified for 25 to 33 cycles were resolved on a 2.5% agarose gel. Primer sequences for both ChIP-qPCR and gene/marker expression can be found in Table S3.

### Microarray Analysis

Total RNA was reverse transcribed into cDNA and *in vitro* transcribed into biotin-labeled cRNA using the Illumina TotalPrep RNA Amplification kit (Ambion). This was hybridized on MouseRef-8 v2.0 Expression BeadChips (Illumina). Raw intensity values were subjected to background subtraction on the BeadStudio Data Analysis Software (Illumina) and normalized using the cross-correlation method [67]. Differential gene expression was identified based on a fold change cutoff of >1.5 compared to the DMSO control. The microarray data was deposited in NCBI GEO with accession number GSE23239.

### ChIP-Seq

Chromatin Immunoprecipitation (ChIP) using a certified ChIP-grade rabbit polyclonal anti-Smad2 (phospho S465+S467) antibody (ab16509, Abcam) was carried out in ES cells under chemically defined high, medium or low Nodal/Activin signaling conditions according to the Agilent Mammalian ChIP-on-chip protocol v9.1 up to the ChIP DNA purification step. Adapter ligation, library amplification and size selection in the 200–300 bp range were performed according to the Illumina ChIP Sample Prep protocol (#11257047, Rev. A). Massively parallel sequencing was carried out for ChIP samples in all 3 signaling conditions with their respective input DNA controls on the Genome Analyzer (Illumina) up to a sequencing depth of at least 10×10^6^ tags pass filter. The ChIP-Seq data was deposited in NCBI GEO with accession number GSE23581. Details of the ChIP-Seq, motif and statistical analysis can be found in the Text S1.

### Luciferase Assays

The 503 bp fragment of the mouse *Oct4* promoter region corresponding to chr17:35640683–35641185 was cloned into the pGL4.23[luc2/minP] Firefly luciferase reporter construct (Promega) to generate *pGL4.23 Oct4*. This construct was point mutated by oligo cloning into unique StuI and NsiI sites to produce *pGL4.23 m4 Oct4* (CAGAC mutated to CATGC) and *pGL4.23 m345 Oct4* (TCTGGGCAGACGGCAGA mutated to TATGGGCATGCGGCATA). The constructs were transfected into mouse ES cells in an 80∶1 ratio with the pGL4.75[hRluc/CMV] Renilla luciferase co-transfection control (Promega) using Lipofectamine 2000 (Invitrogen). A control transfection was included with an 80∶1 ratio of the empty pGL4.23 vector to pGL4.75 Renilla control. Immediately after lipofections, the ES cells were pretreated with FBS media without LIF and with 10 µM SB for 6 hours. Subsequently the cells were split into replicates and plated in FBS media without LIF containing 25 ng/ml Activin, 1/5000 DMSO vehicle or 10 µM SB, which induces high, medium or low Nodal/Activin signaling respectively for 8 hours. The cells were washed once in PBS and lysed in 1XPassive Lysis Buffer and luciferase assays were performed using the Dual-Luciferase Reporter Assay System on the GloMax 96 Microplate Luminometer with Dual Injectors (Promega).

## Supporting Information

Figure S1 There Is Graded pSmad2 Binding to *Pitx2* and *Lefty2* but Not the *Smad7* Proximal Promoter. Real-time PCR quantification of pSmad2 ChIP enrichments using tiling primers across the intronic enhancer in *Pitx2* (A) and the promoter regions of *Lefty2* (B) and *Smad7* (C). Y-axis shows fold enrichment over the non-binding control region in the *Sox2* locus after normalizing to the input DNA for each condition while the x-axis represents genomic distance in base pairs (bp) from the transcriptional start site (TSS) of each gene. Upstream and downstream distances are denoted as negative and positive coordinates respectively. Trends show the level of pSmad2 ChIP enrichment for the indicated genomic regions obtained from ES cells treated with Activin (red), DMSO carrier control (blue) and SB (red) in chemically defined KSR media. Horizontal bars show coverage of each PCR primer, vertical error bars show s.e.m. for n = 3 replicates.
(TIF) Click here for additional data file.

Figure S2 Activin/SB Treatments of ES Cells Promote Exit from Self-Renewal towards Mesendoderm and Trophectoderm Differentiation. Immunofluorescence detection of the markers of pluripotency and mesendoderm or trophectoderm differentiation in ES cells treated for 6 days with Activin, DMSO control and SB. Phase contrast bright field (BF) images are in the top panels followed by Hoechst 33342 nuclear staining in blue. Alexa Fluor 546 staining for Lim1, Oct4 and Hand1 are in red for Activin, DMSO and SB treated cells respectively. Alexa Fluor 488 staining for Mixl, SSEA-1 and placental Cadherin (P-cad) are in green while overlays of all fluorescent channels (Merge) are shown in the bottom panels. Scale bar shows distance under a 20X objective lens.
(TIF) Click here for additional data file.

Figure S3 *Pitx2*, the *Lefty1/2* Hotspot, and *Smad7* Contain Multiple pSmad2 Regulatory Sites in Their Genetic Loci. UCSC Genome Browser representation of the genomic loci for *Pitx2* (A) on chromosome 3:128,894,461–128,931,307, *Lefty1/2*, *Pycr2* and *Tmem63a* (B) on chromosome 1:182,813,583–182,908,336 and *Smad7* (C) on chromosome 18:75,513,703–75,561,010. Genomic coordinates are shown on the x-axis while raw pSmad2 ChIP-Seq tag counts are presented on the y-axis in the top panel followed by relative enrichments normalized to the respective input DNA controls of Activin (red), DMSO (blue) and SB (green) treated ES cells in the bottom panel. The RefSeq genetic structures of the indicated genes and their isoforms if any are indicated below the ChIP-Seq panels. Scale bar shows genomic distance in kilo base pairs (kb) while pSmad2 enrichment peaks corresponding to the real-time PCR results in Figure S1 are indicated with asterisks (*).
(TIF) Click here for additional data file.

Figure S4 Phospho-Smad2 Binding to Majority of Sites and Target Genes Varies by >1.25-Fold during Graded Signaling. Pie charts showing patterns and statistics of pSmad2 binding to sites and target genes that vary by at least 1.25-fold during Activin, DMSO and SB treatments. Colored segments display the indicated models of pSmad2 binding in the 3 signaling conditions. Proportional segment sizes define the relative contribution of each type of binding behavior for ChIP-Seq peaks (A) and target genes within +/−50 kb of the peaks (B) out of the total for each. Values indicate the number of peaks (A) or genes (B) in each regulatory model with percentages of the total in parentheses.
(TIF) Click here for additional data file.

Figure S5 The Mesendodermal Genes *Mixl*, *Nodal*, and *Fgf8* Are Targets of Differential pSmad2 Binding. Binding profile of pSmad2 ChIP-Seq enrichments on *Mixl* (A), *Nodal* (B) and *Fgf8* (C) as visualized on the UCSC Genome Browser at the coordinates chr1:182,571,609–182,632,748, chr10:60,873,730–60,895,009 and chr19–45:805,804–45,822,014 respectively. Changes in the level of pSmad2 ChIP-Seq peak enrichments (raw peaks top panel, normalized peaks bottom panel) are indicated for Activin (red), DMSO (blue) and SB (green) treated ES cells on the y-axis. X-axis shows genomic location and genetic features of the indicated genes are below the Genome Browser panels. PSmad2 binding peaks showing significant differential binding with Nodal/Activin signaling are marked with asterisks (*). Scale bar shows genomic distance in kilo base pairs (kb).
(TIF) Click here for additional data file.

Figure S6 Validation of 15 Genes as Direct Targets of Nodal/Activin Signaling via Differential Phospho-Smad2 Binding. Real-time PCR validation of pSmad2 ChIP-Seq enrichment on original unamplified ChIP DNA from ES cells treated with Activin (ACT), DMSO and SB in KSR media for 18 hours. Indicated genes were selected based on transcriptional regulation under the same conditions in the microarray analysis of Figure 3A and real-time PCR gene expression detection in Figure 7D. Vertical scale shows fold-enrichment over the non-binding control region in the *Pfkm* locus on chromosome 15:97,934,552–97,934,626 after normalization to the input DNA controls in each treatment. 

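In the ChIP-Seq data this control region of 75 bp held 2 ChIP tags in Activin, 1 in DMSO and 2 in SB, and 1, 0 and 0 input tags, so it lay in no peak.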

Phospho-Smad2 enriched regions detected by the PCR primers are indicated in the genomic coordinates above each graph. Error bars show s.e.m. for n = 12 replicates.
(TIF) Click here for additional data file.

Table S1 64.2% of Microarray Targets Differentially Expressed by >1.5-fold are also Targets of Differential Phospho-Smad2 Binding. Table showing 104 out of the 162 microarray target genes from Figure 3A where expression is induced and/or repressed by >1.5-fold during stimulation or inhibition of Nodal/Activin signaling in ES cells. These targets also exhibit pSmad2 binding at +/−50 kb from the 5′/3′UTRs and within the genes themselves. Only ChIP-Seq peaks that satisfy a size cutoff of >12 sequencing tags in at least 1 condition are considered significantly above background sequencing levels and counted for each gene during Activin (ACT), DMSO vehicle control and SB inhibitor treatments. Gene IDs of the target genes, their chromosomal locations (Chr) and their orientation on the sense (+)/antisense (−) strands are as indicated. Gene names highlighted in yellow are for Activin/SB co-regulated targets, red for Activin specific targets and green for SB responsive genes only. The number of sequencing tags within the largest ChIP-Seq peaks for each gene and under each condition are as shown. 

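For the genes of the table that were matched, the number of peaks counted from the deposited lists equalled that of the table in 94.1% of genes for Activin, 80.2% for DMSO and 93.1% for SB. The tag number of the largest peak was equal for 76 of 77 genes in Activin, 70 of 77 in DMSO and 69 of 69 in SB.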

For genes that contain multiple pSmad2 binding sites, the largest peaks counted may not occur at the same genomic location. Changes in the level of overall pSmad2 binding during Activin treatment compared to SB (ACT vs SB), Activin compared to DMSO control (ACT vs DMSO) and SB compared to DMSO (SB vs DMSO) are shown as (+) for increased binding and (–) for decreased binding by >1.5-fold. The overall level of pSmad2 binding for each gene is calculated as the sum of all peak heights (enrichment counts) proximal to the gene and under each condition. A value of 0 denotes no significant change in binding at a 1.5-fold cutoff and NA indicates no detectable peaks for statistical analysis.
(DOC) Click here for additional data file.

Table S2 There Are Dynamic Changes in Phospho-Smad2 Binding Motifs During Graded Nodal/Activin Signaling. MotifEnrich program identification of co-motifs enriched within ≤5000 bp of pSmad2 binding peaks. Co-motifs are ranked based on frequency of occurrence from highest to lowest. Matching of co-motifs with associated transcription factors was performed using the TRANSFAC PWM database with p-value thresholds of 1e-05. Transcription factor names in black are present across all 3 signaling conditions with Activin, DMSO and SB treatments. Activin enriched transcription partners binding on the co-motifs in proximity to pSmad2 sites are highlighted in red, DMSO enriched factors in blue and SB in green. The intervals of significant enrichment for each co-motif are indicated in base pairs (bp).
(DOC) Click here for additional data file.

Table S3 Primers Used for Quantification of ChIP DNA and Marker/Gene Expression Levels by Real-Time PCR. List of forward/reverse primer pairs used in SYBR Green real-time PCR reactions for the quantification of ChIP-DNA (ChIP-qPCR) and Marker/Gene expression. For tiling ChIP-qPCR analysis of pSmad2 binding on *Pitx2*, *Lefty2* and *Smad7*, primers for each gene are numbered sequentially according to the 5′–3′ order of their respective amplified regions shown in Figure S1.
(DOC) Click here for additional data file.

Text S1 Supporting Experimental Procedures and Supporting References. Description of methods used for motif identification and statistical analysis of ChIP-Seq data and immunostaining of the protein markers of differentiation in cells with the associated supplementary references.
(DOC) Click here for additional data file.

# Supplementary material for: Graded Nodal/Activin Signaling Titrates Conversion of Quantitative Phospho-Smad2 Levels into Qualitative Embryonic Stem Cell Fate Decisions
**Source:** PLoS Genet. 2011 Jun 23;7(6):e1002130. doi: 10.1371/journal.pgen.1002130
**Supplement:** Table S1 — 64.2% of Microarray Targets Differentially Expressed by >1.5-fold are also Targets of Differential Phospho-Smad2 Binding. Table showing 104 out of the 162 microarray target genes from Figure 3A where expression is induced and/or repressed by >1.5-fold during stimulation or inhibition of Nodal/Activin signaling in ES cells. These targets also exhibit pSmad2 binding at +/−50 kb from the 5′/3′UTRs and within the genes themselves. Only ChIP-Seq peaks that satisfy a size cutoff of >12 sequencing tags in at least 1 condition are considered significantly above background sequencing levels and counted for each gene during Activin (ACT), DMSO vehicle control and SB inhibitor treatments. Gene IDs of the target genes, their chromosomal locations (Chr) and their orientation on the sense (+)/antisense (−) strands are as indicated. Gene names highlighted in yellow are for Activin/SB co-regulated targets, red for Activin specific targets and green for SB responsive genes only. The number of sequencing tags within the largest ChIP-Seq peaks for each gene and under each condition are as shown. For genes that contain multiple pSmad2 binding sites, the largest peaks counted may not occur at the same genomic location. Changes in the level of overall pSmad2 binding during Activin treatment compared to SB (ACT vs SB), Activin compared to DMSO control (ACT vs DMSO) and SB compared to DMSO (SB vs DMSO) are shown as (+) for increased binding and (–) for decreased binding by >1.5-fold. The overall level of pSmad2 binding for each gene is calculated as the sum of all peak heights (enrichment counts) proximal to the gene and under each condition. A value of 0 denotes no significant change in binding at a 1.5-fold cutoff and NA indicates no detectable peaks for statistical analysis.

**Table S1**

# Supplementary material for: Graded Nodal/Activin Signaling Titrates Conversion of Quantitative Phospho-Smad2 Levels into Qualitative Embryonic Stem Cell Fate Decisions
**Source:** PLoS Genet. 2011 Jun 23;7(6):e1002130. doi: 10.1371/journal.pgen.1002130
**Supplement:** Table S2 — There Are Dynamic Changes in Phospho-Smad2 Binding Motifs During Graded Nodal/Activin Signaling. MotifEnrich program identification of co-motifs enriched within ≤5000 bp of pSmad2 binding peaks. Co-motifs are ranked based on frequency of occurrence from highest to lowest. Matching of co-motifs with associated transcription factors was performed using the TRANSFAC PWM database with p-value thresholds of 1e-05. Transcription factor names in black are present across all 3 signaling conditions with Activin, DMSO and SB treatments. Activin enriched transcription partners binding on the co-motifs in proximity to pSmad2 sites are highlighted in red, DMSO enriched factors in blue and SB in green. The intervals of significant enrichment for each co-motif are indicated in base pairs (bp).

**Table S2**

| **Rank**  **(Activin)** | **Family** | **TRANSFAC PWM** | **Interval**  **(bp)** | **Rank**  **(DMSO)** | **Family** | **TRANSFAC PWM** | **Interval**  **(bp)** | **Rank**  **(SB)** | **Family** | **TRANSFAC PWM** | **Interval**  **(bp)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | **E2F** | V_E2F1_Q3_01 | 998 | 1 | **ETS** | V_ELK1_02 | 743 | 1 | **NRF** | V_NRF1_Q6 | 1000 |
| 2 | **SP1** | V_GC_01 | 998 | 2 | **HIC1** | V_HIC1_02 | 964 | 2 | **AP2** | V_AP2_Q3 | 990 |
| 3 | **AP2** | V_AP2_Q6_01 | 896 | 3 | **AP2** | V_AP2_Q3 | 999 | 3 | **E2F** | V_E2F1_Q3_01 | 1000 |
| 4 | **HIC1** | V_HIC1_03 | 1000 | 4 | **E2F** | V_E2F1_Q3_01 | 999 | 4 | **HIC1** | V_HIC1_02 | 999 |
| 5 | **ETS** | V_ELK1_02 | 920 | 5 | **DEAF1** | V_DEAF1_01 | 978 | 5 | **EGR** | V_EGR3_01 | 997 |
| 6 | **WHN** | V_WHN_B | 932 | 6 | **NRF** | V_NRF1_Q6 | 949 | 6 | **MTF1** | V_MTF1_Q4 | 990 |
| 7 | **DEAF1** | V_DEAF1_01 | 932 | 7 | **AHR** | V_AHRARNT_02 | 987 | 7 | **DEAF1** | V_DEAF1_01 | 1000 |
| 8 | **ZF5** | V_ZF5_B | 1000 | 8 | **EGR** | V_EGR3_01 | 988 | 8 | **AHR** | V_AHRARNT_02 | 949 |
| 9 | **NRF** | V_NRF1_Q6 | 970 | 9 | **MINI** | V_MINI20_B | 993 | 9 | **SP1** | V_GC_01 | 959 |
| 10 | **MINI** | V_MINI20_B | 998 | 10 | **SP1** | V_SP1_Q6_01 | 1000 | 10 | **PAX** | V_PAX4_01 | 995 |
| 11 | **PAX** | V_PAX5_01 | 783 | 11 | **EBOX** | V_E47_01 | 748 | 11 | **ETS** | V_GABP_B | 979 |
| 12 | **EBOX** | V_HIF1_Q5 | 998 | 12 | **WHN** | V_WHN_B | 737 | 12 | **ZF5** | V_ZF5_B | 999 |
| 13 | **EGR** | V_EGR3_01 | 999 | 13 | **ZF5** | V_ZF5_B | 752 | 13 | **EBOX** | V_MYCMAX_B | 998 |
| 14 | **OCT** | V_OCT4_02 | 149 | 14 | **PAX** | V_PAX5_01 | 991 | 14 | **WHN** | V_WHN_B | 988 |
| 15 | **NFKB** | V_NFKB_Q6_01 | 276 | 15 | **CREB** | V_CREB_02 | 940 | 15 | **R** | V_R_01 | 854 |
| 16 | **AHR** | V_AHRARNT_02 | 966 | 16 | **R** | V_R_01 | 883 | 16 | **CREB** | V_ATF_01 | 996 |
| 17 | **MOVO** | V_MOVOB_01 | 996 | 17 | **MTF1** | V_MTF1_Q4 | 963 | 17 | **MINI** | V_MINI20_B | 958 |
| 18 | **STAT** | V_STAT3_02 | 157 | 18 | **SP3** | V_SP3_Q3 | 997 | 18 | **NFKB** | V_NFKAPPAB50_01 | 999 |
| 19 | **R** | V_R_01 | 985 | 19 | **CAAT** | V_YY1_Q6_02 | 390 | 19 | **MOVO** | V_MOVOB_01 | 999 |
| 20 | **MTF1** | V_MTF1_Q4 | 995 | 20 | **HES** | V_HES1_Q2 | 409 | 20 | **HES** | V_HES1_Q2 | 995 |
| 21 | **ROAZ** | V_ROAZ_01 | 182 | 21 | **ZNF219** | V_ZNF219_01 | 60 | 21 | **HEN** | V_HEN1_02 | 954 |
| 22 | **CREB** | V_ATF_01 | 366 | 22 | **GGG** | V_CHCH_01 | 946 | 22 | **GGG** | V_CHCH_01 | 994 |
| 23 | **ERE** | V_SF1_Q6 | 117 | 23 | **HEN** | V_HEN1_01 | 328 | 23 | **LRF** | V_LRF_Q2 | 984 |
| 24 | **GGG** | V_CHCH_01 | 943 | 24 | **E2** | V_E2_01 | 576 | 24 | **CAAT** | V_CAAT_C | 295 |
| 25 | **SMAD** | V_SMAD4_Q6 | 280 | 25 | **MOVO** | V_MOVOB_01 | 944 | 25 | **IK** | V_IK1_01 | 897 |
| 26 | **KAISO** | V_KAISO_01 | 182 | 26 | **NFKB** | V_NFKAPPAB50_01 | 986 | 26 | **PLZF** | V_PLZF_02 | 71 |
| 27 | **HEN** | V_HEN1_02 | 640 | 27 | **AP4** | V_AP4_Q6_01 | 826 |  |  |  |  |
| 28 | **LMAF** | V_LMAF_Q2 | 271 | 28 | **CP2** | V_CP2_02 | 877 |  |  |  |  |
| 29 | **E2** | V_E2_Q6 | 601 |  |  |  |  |  |  |  |  |
| 30 | **CACCC** | V_CACBINDINGPROTEIN_Q6 | 637 |  |  |  |  |  |  |  |  |
| 31 | **CAAT** | V_NFY_01 | 875 |  |  |  |  |  |  |  |  |
| 32 | **P53** | V_P53_01 | 143 |  |  |  |  |  |  |  |  |
| 33 | **AP4** | V_AP4_01 | 157 |  |  |  |  |  |  |  |  |
| 34 | **IPF** | V_IPF1_Q4_01 | 502 |  |  |  |  |  |  |  |  |
| 35 | **VMYB** | V_VMYB_02 | 915 |  |  |  |  |  |  |  |  |
| 36 | **SOX** | V_SOX9_B1 | 65 |  |  |  |  |  |  |  |  |
| 37 | **RFX** | V_RFX_Q6 | 172 |  |  |  |  |  |  |  |  |
| 38 | **SZF11** | V_SZF11_01 | 118 |  |  |  |  |  |  |  |  |
| 39 | **STAF** | V_STAF_02 | 558 |  |  |  |  |  |  |  |  |
| 40 | **ZID** | V_ZID_01 | 82 |  |  |  |  |  |  |  |  |
| 41 | **CP2** | V_CP2_02 | 137 |  |  |  |  |  |  |  |  |
| 42 | **GLI** | V_ZIC3_01 | 115 |  |  |  |  |  |  |  |  |

# Supplementary material for: Graded Nodal/Activin Signaling Titrates Conversion of Quantitative Phospho-Smad2 Levels into Qualitative Embryonic Stem Cell Fate Decisions
**Source:** PLoS Genet. 2011 Jun 23;7(6):e1002130. doi: 10.1371/journal.pgen.1002130
**Supplement:** Table S3 — Primers Used for Quantification of ChIP DNA and Marker/Gene Expression Levels by Real-Time PCR. List of forward/reverse primer pairs used in SYBR Green real-time PCR reactions for the quantification of ChIP-DNA (ChIP-qPCR) and Marker/Gene expression. For tiling ChIP-qPCR analysis of pSmad2 binding on Pitx2, Lefty2 and Smad7, primers for each gene are numbered sequentially according to the 5′–3′ order of their respective amplified regions shown in Figure S1.

Table S3

# Supplementary material for: Graded Nodal/Activin Signaling Titrates Conversion of Quantitative Phospho-Smad2 Levels into Qualitative Embryonic Stem Cell Fate Decisions
**Source:** PLoS Genet. 2011 Jun 23;7(6):e1002130. doi: 10.1371/journal.pgen.1002130
**Supplement:** Text S1 — Supporting Experimental Procedures and Supporting References. Description of methods used for motif identification and statistical analysis of ChIP-Seq data and immunostaining of the protein markers of differentiation in cells with the associated supplementary references.

**Text S1. Supporting Experimental Procedures.**

**ChIP-Seq Analysis**

Changes in the level of pSmad2 enrichment over genomic regions could be due to technical differences in sequencing efficiency of GC and AT rich regions rather than biological changes affecting transcription factor binding. 

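The ratio of SB to DMSO tags rose with the GC content of the sequence, also away from start sites. In windows of 500 bp outside all peaks and more than 10 kb from a start site, the ChIP ratio, scaled by total tags, was 0.810 under 35% GC, 1.41 from 60% to 65% GC and 2.17 from 70% GC. The input ratio rose less, from 0.894 to 1.46. Windows within 500 bp of a start site, also outside peaks, had ChIP ratios of 1.44 from 60% to 65% GC and 2.04 from 70% GC.

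**Figure D4:**
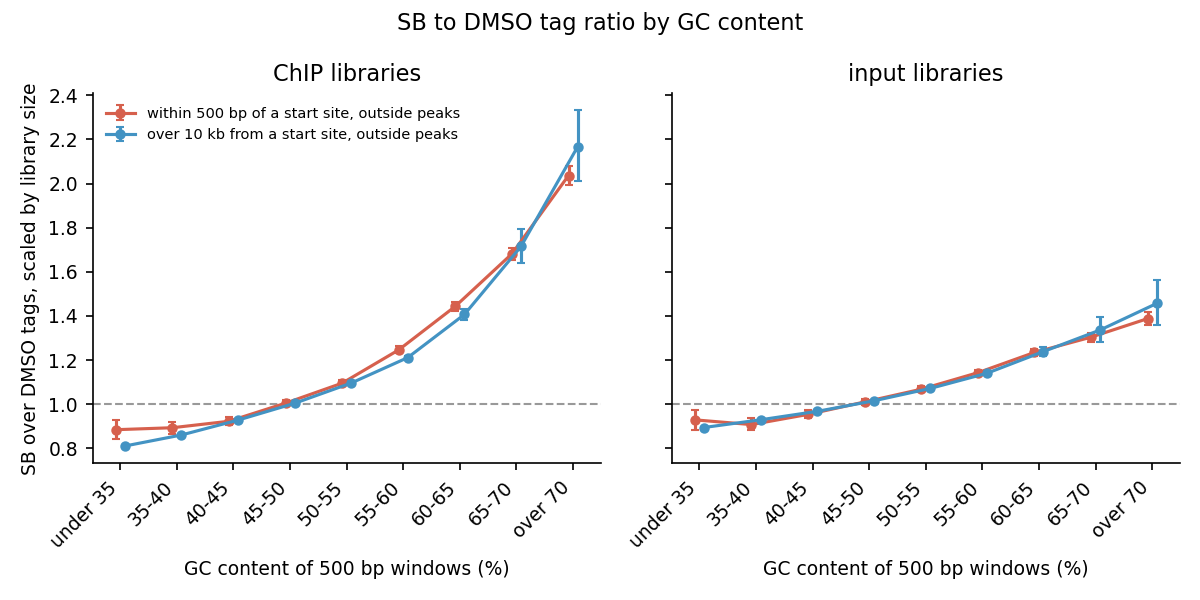
Ratio of SB to DMSO tags, scaled by total tags (vertical axis), against the GC content of 500 bp windows outside peaks in percent (horizontal axis), for ChIP and for input, with windows near start sites and far from them drawn apart and 95% intervals. The ratio rises with GC content in both panels, to 2.17 in ChIP and 1.46 in input in the GC-richest windows far from start sites.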

To account for this, all ChIP-Seq libraries were sequenced to a comparable depth of 10 to 13 million unique tags on the Genome Analyzer (Illumina). Variations in the ratio of specific ChIP to input DNA library size in each condition were small in the range of 0.9 to 1.1. 

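By the deposited files, the ratio of ChIP to input tags was 1.14 in Activin, 1.01 in DMSO and 0.928 in SB. With 1 tag kept per position and strand it was 0.967, 0.815 and 0.798.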

Normalized ChIP-Seq peak calling was carried out using the MACS algorithm [68] with a p-value cutoff of 1.0e-5 and 200bp extended tag length. The number of peaks in each condition containing overlaps (between the beginning and end of MACS peak coordinates) was counted to define common and unique peaks in the Venn diagram analysis (Fig 4A). All sequences were aligned and visualized on the UCSC Genome Browser on the mouse July 2007 (NCBI37/mm9) assembly (http://genome.ucsc.edu/), [69,70].

**Motif Analysis**

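A summit is the position of the highest pileup inside a peak. Deposited positions lay within 100 bp of it in 88.8% of Activin peaks, 5.93% of DMSO peaks and 0.189% of SB peaks.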

The central summit positions of ChIP-Seq peaks were used for downstream motif analysis. To calculate the frequency distribution of CAGA and CAGAC motifs in pSmad2 ChIP-Seq peaks, 1kb genomic sequences centered on the ChIP-seq binding peaks (+/-500bp) in each condition were extracted from the UCSC Genome browser. Subsequently, the exact matches of all possible 256 permutations of 4-mers, all 1024 permutations of 5-mers in these genomic intervals, as well as matches (with p<1e-05) of known Smad motifs from the TRANSFAC database (PWM SMAD_Q6 and SMAD_Q6_01) were counted using custom scripts. Motifs for the most highly enriched consensus pSmad2 binding sequences were identified using Weeder (http://159.149.109.9:8080/weederweb2006/), [71] and MEME (http://meme.nbcr.net/), [72] while co-motifs were identified by CEAS (http://ceas.cbi.pku.edu.cn/) and MotifEnrich (http://compbio.ddns.comp.nus.edu.sg/~chipseq/MotifEnrich/motifenrichinput.php), (Chang et al., manuscript in preparation). Comparison of *de novo* motifs to TRANSFAC and JASPAR PWM was done using the STAMP software (http://www.benoslab.pitt.edu/stamp/), [73].

**Statistical Analysis**

For pie chart statistics (Fig S4), all Venn diagram (Fig 4A) ChIP-Seq peak coordinates were used to obtain a non-redundant set of 12979 pSmad2 binding coordinates. A filter was applied to isolate 8635 peaks that were significantly above background consisting of at least 13 overlapping sequencing tags in any treatment. These peaks were classified into different modes of response to the 3 signaling conditions where there was at least a 1.25-fold change in pSmad2 enrichment in at least 1 condition compared to the others. The peaks were further mapped to within +/-50kb of all RefSeq mouse genes (mm9 assembly) to determine the types and distribution of pSmad2 binding at the gene level.

**Immunostaining**

Cells were fixed for 30 minutes in 4%PFA/PBS followed by 3 washes in 0.1% Triton X/PBS and permeabilized overnight in the last wash at 4C. The cells were blocked with 1mg/ml BSA in 0.1% Tween-20/PBS (PBS-T) for 1 hour at 4C then incubated with primary antibodies against rabbit anti-Mixl (Abcam), mouse anti-Lim1 (R&D Systems), goat anti-Oct4 (Santa Cruz Biotechnology), mouse anti-SSEA-1 (Millipore), rabbit anti-Hand1 (Santa Cruz Biotechnology) and mouse anti-P-cad (Thermo Scientific) at 1:100 dilution in 1mg/ml BSA PBS-T overnight at 4C. The cells were washed 3 times with PBS-T followed by incubation for 30 minutes in 10g/ml Hoechst 33342 counterstain with secondary antibodies 1:1000 Alexa Fluor 488 and 546 highly cross-adsorbed goat anti-rabbit IgG (H+L), Alexa Fluor 488 F(ab')2 fragment of goat anti-mouse IgG (H+L), Alexa Fluor 546 highly cross-adsorbed goat anti-mouse IgG (H+L) and Alexa Fluor 546 donkey anti-goat IgG (H+L) (Invitrogen). The cells were washed 3 times with PBS-T prior to image acquisition on an Olympus IX71 inverted fluorescence microscope.

**Supporting References**

68. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, et al. (2008) Model-based analysis of ChIP-Seq (MACS). Genome Biol 9: R137.

69. Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH, et al. (2002) The human genome browser at UCSC. Genome Res 12: 996-1006.

70. Waterston RH, Lindblad-Toh K, Birney E, Rogers J, Abril JF, et al. (2002) Initial sequencing and comparative analysis of the mouse genome. Nature 420: 520-562.

71. Pavesi G, Mereghetti P, Zambelli F, Stefani M, Mauri G, et al. (2006) MoD Tools: regulatory motif discovery in nucleotide sequences from co-regulated or homologous genes. Nucleic Acids Res 34: W566-570.

72. Bailey TL, Elkan C (1994) Fitting a mixture model by expectation maximization to discover motifs in biopolymers. Proc Int Conf Intell Syst Mol Biol 2: 28-36.

73. Mahony S, Benos PV (2007) STAMP: a web tool for exploring DNA-binding motif similarities. Nucleic Acids Res 35: W253-258.

How the deposited data were processed for this re-analysis (not part of the article)

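The data are 6 files of aligned tags, a ChIP and an input library for each of the treatments Activin, DMSO and SB, and 3 peak lists, all as deposited by the authors. Each line of a tag file is an aligned tag of 35 bp with chromosome, start, end and strand. The value counted per region is a count of deposited tags. The peak lists hold a position and a count of tags per peak, which is the authors' own value from MACS. The aligner, its settings and the exact MACS version of each run are not given in the sources used here. The authors' supplementary text names the mm9 assembly, so the NCBIM37 sequence and the GENCODE annotation of the same assembly were used. Of 20 chromosomes compared, 19 held all tags within their length, and on chromosome 19 a tag ended 2 bp past the end. The annotation gave 22350 protein-coding genes with 51684 transcripts and 45940 start sites. A table of RefSeq names, made on a later assembly, served for names only.

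Peaks were rebuilt because the lists give no start and end. Tags, kept once per position and strand, were moved to the middle of their fragment and joined into clusters as MACS does it, for half-fragment lengths from 40 to 120 bp on chromosomes 1 and 11. The length with the most listed tag numbers returned exactly was taken for each list. It is a fitted value, and the paper names an extended tag length of 200 bp. Listed and rebuilt tag numbers were equal in 53.6% of Activin, 60.9% of DMSO and 48.4% of SB peaks, and within 10% of each other in 88.0%, 86.4% and 86.0%. Where they were further apart in the DMSO and SB lists, the listed number of tags was counted back from the position, over at most 10 kb. Peaks called anew used a Poisson test at p of 1e-05 against the genome rate and the input rate in 1, 5 and 10 kb, with a genome size of 2700000000 bp.

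Peaks that shared at least 1 bp were merged into regions. ChIP tags were compared between treatments by exact binomial tests given the total tags of both libraries, two-sided, and ChIP was compared with input by the same test, one-sided. The p values were adjusted by the Benjamini-Hochberg method over all regions of a comparison, at a threshold of 0.05. With 1 library per condition such tests cover counting error and not the spread between cultures. A ratio with a count of 0 is given by the limit of its interval.

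The sites of the genes that the paper names for ChIP-Seq were taken up whatever their result, with each site within 10 kb of the gene or in the window given by the paper. Results at some of these genes and regions are not reported here. Apart from these, the 3 regions of smallest p in each direction of each comparison and the tallest peaks of each list were looked up. These regions and peaks are named by the coding gene nearest to them. The sites of the named genes are placed relative to a gene of the locus, which need not be the nearest.

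Regions with at least 13 tags in 1 treatment were placed in classes by the pileup of tags extended to 200 bp. The classes have the paper's names, but the rules were set here, and the graded class asks for 1.25-fold at both steps. The paper asks for 1.25-fold in at least 1 condition compared to the others, and its rule for each class is not given in full in the sources used here. Motifs were counted on both strands around the peak positions and around 10000 random positions, and standard errors were taken over peaks. Location was decided in the order start site, exon, intron, other. For the scaling by GC content, the ratio of 2 libraries was measured in windows of 500 bp outside peaks, in steps of 2.5 points of GC. Target genes of the paper were compared with 10000 random sets of coding genes.

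Alternatives were listed before the data were examined and covered tags with the same position and strand, scaling, thresholds, minimum tag numbers, windows and overlap definitions. Others were added after seeing the values, and they are named where they appear. The alternative without repeat-masked bases was not run, because the genome sequence used has no masked bases. Microarray, luciferase, western blot and PCR data were not analysed here. All 6 libraries and all 3 lists were used, and no peak was left out.

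The comparison was tested on simulated data in which 200 of the 12224 regions were changed. Between Activin and DMSO it recovered 4.48% of changes of 1.5-fold, 7.46% of 2-fold and 47.0% of 4-fold changes, and called 1 of 12024 unchanged regions. Between SB and DMSO it recovered 2.99%, 20.9% and 45.5%, and between Activin and SB 5.97%, 10.4% and 57.6%, and called 0 unchanged regions in either. Most changes of 1.5-fold and 2-fold were thus missed in the simulation, and against DMSO most 4-fold changes too. Only 200 regions were changed there, whereas 2690 were called between Activin and DMSO in the data. The adjusted threshold was therefore stricter in the simulation, and its recovery is not that of the data. The simulated counts held counting error only, so the few unchanged regions called do not give the rate of false calls in the data. For ChIP above input, 14.9%, 61.2% and 83.3% of 2-fold, 4-fold and 8-fold changes were recovered in Activin, 11.9%, 50.7% and 77.3% in DMSO, and 22.4%, 80.6% and 93.9% in SB. Of the unchanged peaks, 1 of 4894 was called in Activin, 3 of 7223 in DMSO and 2 of 4559 in SB. The peak calling was checked on 400 planted sites. It found all 400, with a median distance of 9 bp, and 37 of its 437 peaks held no planted site. The motif counter found 300 of 300 planted motifs.

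The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.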

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

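The tests of this part on the ribosomal DNA-like locus were all chosen only after the result was seen.

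The tallest peak of each list is the same locus of 6165 bp on chromosome 17 (39979776-39985940), which the paper does not discuss. It drew attention because it held a larger share of the ChIP tags than any other peak. After scaling by total tags the ChIP libraries held 36.2 times the input tags there in Activin (35.4 to 37.1), 40.9 times in DMSO (40.0 to 41.7) and 46.6 times in SB (45.7 to 47.5). The counts were 281098, 379139 and 483978 ChIP tags and 6814, 9153 and 11199 input tags, and the locus took up 2.14%, 2.94% and 4.96% of the ChIP libraries. The nearest coding gene, Pgk2, lies 362911 bp away.

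A candidate explanation is that many copies of ribosomal DNA in the genome are collapsed to this place in the reference. The input libraries were raised there by 253, 308 and 456 times the genome mean in Activin, DMSO and SB, which is consistent with many copies. Copy number alone does not account for the peak, since the lowest ChIP to input ratio was still 36.2. Kept once per position and strand, the tags fell to 9050, 9447 and 9556, on 12330 possible positions, so that 73.4%, 76.6% and 77.5% of the positions were taken. The order of the treatments at this locus can therefore not be read from tags kept once per position.

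What remains open is why ChIP exceeds input. Unspecific pull-down of ribosomal DNA, binding of pSmad2 and unequal amplification were not tested, and no biological explanation was tested here. Because total tags include this locus, it lowers all other SB counts relative to Activin. Scaling by the tags outside peaks, which leaves it out, changed the share of graded regions from 7.02% to 6.62%.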

How the results depend on the processing

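Choices without a remark were made before the data were examined. Those marked as added were chosen only after the result was seen. No paired analysis was possible because each condition has 1 library. Motif counts on bases not masked as repeats were not run, since the genome sequence has no masked bases. Of the alternatives set beforehand, 325 values stayed the same, 199 moved, 28 became weaker, 10 stronger and 1 reversed. Of the added ones 94 stayed the same, 76 moved, 5 became weaker, 2 stronger and 1 reversed. The cause was not tested for any of these changes.

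The number of called regions depended on tags with the same position and strand. With 1 tag kept, 426 regions instead of 2690 differed between Activin and DMSO, 658 instead of 2541 between SB and DMSO and 1939 instead of 2830 between Activin and SB, and the share higher in SB rose from 48.5% to 66.4%. With this and scaling by tags outside peaks, which was added, the numbers were 438 and 662, with 66.6% higher in SB. With this and scaling by GC content, also added, they were 448 and 306, of which 108 were higher in SB and 198 lower, and 933 instead of 2830 between Activin and SB, of which 404 were higher in Activin and 529 lower. With all tags, scaling by tags outside peaks put the share higher in SB at 53.3%. Scaling by GC content with all tags, added, called 1862 regions between SB and DMSO, 685 higher and 1177 lower. Regions with a pileup of at least 13 tags numbered 7340 with all tags and 3716 with 1 per position and strand. Between Activin and DMSO, 1767 regions differed among those with a pileup of at least 13 tags, and 1749 with tags within 250 bp of the tallest position.

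The same removal of tags left 65 instead of 169 peaks only in the Activin list above input elsewhere, 6 instead of 36 for DMSO and 124 instead of 211 for SB. It gave 2.05%, 2.32% and 2.85% of tags in peaks for Activin, DMSO and SB, against 4.58%, 6.97% and 8.59%, and 8.34% graded, 28.9% low and 5.87% high signaling dominant regions, against 7.02%, 23.4% and 7.41%. At the named sites it left 40 ratios the same, made 14 weaker and moved 2.

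Scaling by tags outside peaks raised the peaks of 1 list above input elsewhere to 268, 109 and 365 for Activin, DMSO and SB, and the low signaling dominant regions to 25.7%. A threshold of 0.001 left 2430 instead of 4887 Activin peaks, 3135 instead of 6973 DMSO peaks and 2532 instead of 4647 SB peaks above input, and 8, 13 and 9 peaks of 1 list above input elsewhere. Scaling by GC content, added, gave 7.66% graded, 15.7% low and 8.04% high signaling dominant regions. At the named sites it left 48 ratios the same, made 4 weaker and 1 stronger and moved 3.

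The overlap of the lists depended on its definition. Out of each list and not of the merged regions, 53.3% of Activin, 57.5% of DMSO and 54.9% of SB peaks were in 1 list only, and 26.8%, 24.1% and 27.2% in all. For Activin only, DMSO only, SB only and all lists, the shares were 22.2%, 34.8%, 21.3% and 9.15% in the merged regions. They were 24.2%, 39.1%, 24.1% and 3.08% with centres within 200 bp, and 23.4%, 23.8%, 23.6% and 12.9% with peaks of at least 13 tags. Among added definitions, deposited positions within 200 bp gave 28.6%, 39.3%, 24.6% and 0.626%, and windows of 250 bp on each side 24.7%, 35.8%, 22.8% and 3.55%. Peaks called anew at 200 bp gave 27.1% for DMSO only, 26.2% for SB only and 10.7% for all lists. The DMSO list of 7423 peaks had 4803 when called anew at the length of the SB list and 4686 at 200 bp, both added.

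The merged regions of all lists held 6.91%, 8.18% and 10.99% of the Activin, DMSO and SB tags, and the own peaks without the tallest, added, 2.44%, 4.03% and 3.63%. A limit of 1.5-fold gave 4.11% graded, 15.4% low and 5.49% high signaling dominant regions, at least 20 tags 9.57%, 26.9% and 5.69%, and input subtracted 10.0%, 25.4% and 9.43%. Peaks of at least 13 tags only in the DMSO list were above input elsewhere in 80 cases.

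For location, peaks of at least 13 tags gave 31.2% in introns and 20.6% within 1 kb of a start site in Activin, 30.5% and 22.4% in DMSO, and 31.0% and 27.3% in SB. Any overlap of the peak gave 23.6% and 23.0% in Activin, 28.0% and 20.8% in DMSO, and 16.0% and 34.7% in SB. At the highest pileup, added, the start-site share was 17.8% in DMSO and 29.1% in SB, and the intron share in SB 28.6%. Within 600 bp the shares were 15.4%, 16.3% and 18.3% in Activin, DMSO and SB for peaks of at least 13 tags, and 13.4% in DMSO and 23.6% in SB at the highest pileup, added. Within 1000 bp they were 17.8%, 16.9% and 24.4%.

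The CAGA density of DMSO over random was 0.988 and moved to 0.976 with peaks of at least 13 tags, 0.952 on the forward strand, 0.982 against places 1 to 2 kb away and, reversed, 1.06 at the highest pileup, added. In SB it was 0.966, with 0.992 for the 1000 tallest peaks and 0.980 at the highest pileup, added. The CAGAC density of DMSO was 1.14, with 1.10 for the 1000 tallest peaks, 1.05 in the central 100 bp and 1.04 against places 1 to 2 kb away. In SB it was 1.05, with 0.959 against those places and 1.37 at the highest pileup, added. Of the frequencies of 6 bp motifs 91 of 162 moved.

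The genes of the supplementary table with a peak fell from 100% to 80.2% within 20 kb, and among all coding genes, added, 45.1% had one. Of 327 ratios at named sites, 248 stayed the same, 42 moved, 28 became weaker, 8 stronger and 1 reversed. The reversed one was the Activin to DMSO ratio of the second Tmepai site, 1.43 by all tags and 0.948 by the highest pileup. The input tags per Mb of chromosomes 8 and 11 moved slightly with 1 tag kept per position and strand in all 6 values.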

Differences from the paper's values

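Of the tests named in this part, those that centre peaks on the highest pileup and those that scale by GC content were chosen only after the result was seen.

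At Radil the paper gives 107 tags in Activin, and the highest pileup here was 178. For DMSO it gives 51, and the pileup was 66. The paper's values are normalized in a way that is not given in full in the sources used here, while these are counts without scaling. Per 10 M tags of the library they were 135 and 51.2. With 1 tag kept per position and strand, set before the data were examined, the Activin pileup was 119, close to the paper's value, and with tags within 250 bp of the centre it was 229, further from it.

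The paper places 23.87% of regions in the graded class, against 7.02% here. The graded class here asks for 1.25-fold at both steps. The paper asks for it in at least 1 condition compared to the others, and its rule for each class is not given in full in the sources used here. All alternatives keep the rule set here, so they do not test its part in the difference. None of the alternatives came near the paper's value. Those set before the data were examined gave 8.34% with 1 tag kept per position and strand, 6.62% with scaling by tags outside peaks, 4.11% at 1.5-fold, 9.57% with at least 20 tags and 10.0% with input subtracted. Scaling by GC content, chosen after seeing the values, gave 7.66%. At the gene level the paper has 16.28% graded, 23.44% low signaling dominant and 33.69% multimodal genes, against 3.61%, 13.1% and 50.9% here. No alternative was run for the gene level.

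The paper's text gives 4859 SB peaks and the list holds 4759. The paper's text and its figure of the overlaps give the SB and Activin shares in opposite order, and here Activin alone held 22.2% and SB alone 21.3% of the regions.

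Several statements on genes differ from the values here or were left open by them. The paper states that the Id genes are bound only in SB. Here Id1 was in the DMSO list too, Id3 had a second site in the DMSO list only with an SB to DMSO ratio of 0.165, and at Id2 the Activin and DMSO libraries were above input (adjusted exact p = 0.022 and 0.040). For Copz2 the paper describes a graded intron site and a promoter site bound in SB. The intron site had an Activin to DMSO ratio of 1.14, and no promoter site was listed. The paper describes the distal Smad7 site and the Oct4 promoter site as graded, and the Activin to DMSO ratios of 1.31 and 1.01 were not called. Nor were those of Mixl1 (1.73) and Cripto (1.24), or that of Fgf8 (1.74), which the paper calls specific to high signaling. SB was called lower than DMSO at the distal Smad7 site and at Cripto. The Oct4 value is of a merged region that spans the start site, wider than the promoter fragment of the paper. In that 503 bp fragment the ratio to DMSO was 1.07 in Activin and 0.352 in SB, so binding fell in SB there. Within 250 bp of the tallest position, set before the data were examined, the Activin to DMSO ratios of Mixl1 (2.71) and Fgf8 (2.09) were called. Both sites were in the Activin list only, so this window may favour Activin. A ratio that is not called does not show that there is no difference. For Tmepai, SnoN and FoxH1 the paper cites real-time PCR on ChIP DNA, and the regions of its primers may be other sites than those counted here. Of the sites that the paper calls graded in introns, the tallest of Tmepai and of SnoN had Activin to DMSO ratios of 0.619 and 0.755, neither of them called. Smaller sites inside SnoN went both ways, with Activin to DMSO ratios of 7.84, 0.840 and 0.272. At the site with 7.84 SB was not lower than DMSO, with a ratio of 3.30. These smaller sites had only 15, 12 and 12 listed tags, so their ratios rest on few tags and say little about grading. A second intron site of Tmepai was called higher in Activin (1.43) and lower in SB (0.512) than in DMSO, but the first ratio was not called with 1 tag kept per position and strand (1.43), within 250 bp of the centre (1.30) or when scaled by GC content (1.37). FoxH1 is named among the genes with graded binding, and no listed peak lay within 10 kb of it, though 3 merged regions lay within 50 kb.

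The paper finds CAGAC at the centre of Activin peaks and not of DMSO or SB peaks. Around the highest pileup of the same peaks, a setting chosen after seeing the values, the DMSO and SB densities were 1.45 and 1.37 times that of random positions. The paper also describes motifs depleted in Activin relative to SB, and with this centring 0 of the 18 motifs had an Activin interval below that of SB.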

Other observations

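Of the tests in this part, those on the fragment length, on the size of the DMSO library against Activin, on the SB maxima around start sites, on the GC-richest windows, on the overlap at 1 fragment length and on tags with the same position and strand were chosen only after the result was seen. Of the others, those that centre peaks on the highest pileup or scale by GC content use settings chosen after other results were seen. The remaining tests were written before their values were known.

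More peaks in the DMSO list may come from the shorter fragment length fitted to it. With 200 bp for all libraries the ratio of DMSO to SB peaks fell from 1.56 to 1.07, and that of DMSO to Activin peaks from 1.46 to 1.18. A deeper DMSO library does not explain the excess. With all ChIP libraries thinned to 7805150 tags and the fitted length of each list, the ratio of DMSO to SB peaks was 1.43, and with 1 tag kept per position and strand DMSO held 0.922 times the tags of Activin. Depth and length together took the excess over SB away, since thinned libraries at 200 bp gave a ratio of 0.901, though the excess over Activin was then 1.27. Whether DMSO binds pSmad2 at more places than Activin thus stays open.

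The absence of a CAGAC maximum in the DMSO and SB lists is likely due to positions that lie at the ends of the peaks. Around the highest pileup the excess over 300 to 500 bp away was 11.9 standard errors in DMSO and 6.76 in SB. The local maximum of SB peaks 500 to 600 bp downstream of start sites may be explained in the same way. This bin held 1.73 times the mean of the bins 100 to 300 bp downstream by the deposited positions and 0.473 times by the highest pileup. The higher share of SB peaks near start sites is not, since 29.1% of SB peaks lay within 1 kb at the highest pileup.

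A preference of the SB ChIP library for GC-rich DNA might add to the SB peaks near start sites. In windows of at least 70% GC, outside peaks and more than 10 kb from start sites, the SB to DMSO ratio was 2.17 (2.01 to 2.33), against 2.04 at start sites of the same GC content outside peaks and 2.06 at all of them. This test was first set for windows of 60% to 65% GC and moved to the GC-richest windows after the values were seen, and the choice decides its outcome. From 60% to 65% the far windows had a ratio of 1.41 (1.38 to 1.43) and the start sites outside peaks 1.44 (1.42 to 1.46), with intervals that overlap. From 55% to 60% the intervals did not overlap, with 1.21 (1.20 to 1.22) far away and 1.25 (1.23 to 1.26) at start sites. Start sites were also higher under 35% GC (0.884 against 0.810) and from 35% to 40% (0.893 against 0.860). In the other GC steps the intervals overlapped. Over all start sites outside peaks the ratio was 1.24, where far windows of equal GC content, in steps of 1 point and compared after seeing the values, gave 1.26. The preference is not the whole cause of the regions higher in SB than in DMSO with all tags, because 53.2% of them stayed called (656 of 1233) when scaled by windows of equal GC content. Of the regions lower in SB 79.2% stayed called. With 1 tag kept per position and strand, this scaling took the regions higher in SB from 437 to 108 and those lower from 221 to 198, so the size of its part stays open. Nor was it the input DNA alone, with an SB to DMSO input ratio of 1.13 at start sites and a ChIP ratio of 1.28. Whether the bias arose in the pull-down or in library preparation stays open, and no biological explanation was tested.

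The small overlap of the lists could have come from different fragment lengths, but at 200 bp for all libraries 10.7% of merged regions were common to all, against 9.15% in the lists. Sampling and the threshold alone do not account for it either, since random parts of 1 library shared 40.9% of their peaks and parts of different treatments 33.6%. The low first value shows that sampling takes a share in it.

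The number of regions called between Activin and DMSO may depend on tags with the same position and strand, for 2690 fell to 426 when 1 tag was kept. Such tags can be copies made in amplification or fragments from sites with strong binding, and this was not tested apart. Of the 3 regions with the smallest p for Activin over DMSO, 2 were at Gm10801 and Gm10800 on chromosome 2, where the ChIP libraries were not above input. Gm10801 had 61319, 50520 and 50557 ChIP tags against 67110, 72090 and 65708 input tags.

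Chromosome 8 held more input tags per Mb than other autosomes, 1.51 to 1.53 times the median. An extra copy of chromosome 8 in many of the cells is a candidate explanation. At equal GC content the ratio was 1.43 to 1.44 in the input libraries, so GC content does not account for it, from 1.56 unmatched to 1.44 matched. A local amplification does not either, because 88.9% of its 1 Mb windows lay above 1.25. Chromosome 11 was raised 1.39 to 1.40 times, but at equal GC content the ratio was 1.12, which is less than an extra copy in most cells would give. Since all treatments share this, it does not affect ratios between them. No karyotype was analysed here.

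Binding at CAGAC could set apart the regions higher in Activin than in SB. Their CAGAC density exceeded that of the regions higher in SB by 7.12 standard errors. The base composition of the sets was not matched, so its part in this difference stays open.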
